# A decision point between transdifferentiation and programmed cell death priming controls KRAS-dependent pancreatic cancer development

**DOI:** 10.1038/s41467-025-56493-7

**Published:** 2025-02-19

**Authors:** Anne T. Schneider, Christiane Koppe, Emilie Crouchet, Aristeidis Papargyriou, Michael T. Singer, Veronika Büttner, Leonie Keysberg, Marta Szydlowska, Frank Jühling, Julien Moehlin, Min-Chun Chen, Valentina Leone, Sebastian Mueller, Thorsten Neuß, Mirco Castoldi, Marina Lesina, Frank Bergmann, Thilo Hackert, Katja Steiger, Wolfram T. Knoefel, Alex Zaufel, Jakob N. Kather, Irene Esposito, Matthias M. Gaida, Ahmed Ghallab, Jan G. Hengstler, Henrik Einwächter, Kristian Unger, Hana Algül, Nikolaus Gassler, Roland M. Schmid, Roland Rad, Thomas F. Baumert, Maximilian Reichert, Mathias Heikenwalder, Vangelis Kondylis, Mihael Vucur, Tom Luedde

**Keywords:** Pancreatic cancer, Cancer

## Abstract

KRAS-dependent acinar-to-ductal metaplasia (ADM) is a fundamental step in the development of pancreatic ductal adenocarcinoma (PDAC), but the involvement of cell death pathways remains unclear. Here, we show that key regulators of programmed cell death (PCD) become upregulated during KRAS-driven ADM, thereby priming transdifferentiated cells to death. Using transgenic mice and primary cell and organoid cultures, we show that transforming growth factor (TGF)-β-activated kinase 1 (TAK1), a kinase regulating cell survival and inflammatory pathways, prevents the elimination of transdifferentiated cells through receptor-interacting protein kinase 1 (RIPK1)-mediated apoptosis and necroptosis, enabling PDAC development. Accordingly, pharmacological inhibition of TAK1 induces PCD in patient-derived PDAC organoids. Importantly, cell death induction via TAK1 inhibition does not appear to elicit an overt injury-associated inflammatory response. Collectively, these findings suggest that TAK1 supports cellular plasticity by suppressing spontaneous PCD activation during ADM, representing a promising pharmacological target for the prevention and treatment of PDAC.

## Abstract (web summary)

The involvement of cell death pathways in the early stage of pancreatic ductal adenocarcinoma (PDAC) development, especially KRAS-dependent acinar-to-ductal metaplasia (ADM), remains to be investigated. Here, the authors find that TAK1 mediates cell survival during ADM transdifferentiation through suppression of apoptosis and necroptosis, which could be targeted for prevention and treatment of PDAC.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) has remained one of the most challenging cancers to treat, as even novel therapeutic approaches, such as immunotherapy or personalized treatment methods, have yielded disappointing results. Therefore, a deeper understanding of the underlying processes that occur during cancer initiation and establishment is critical and might allow the development of chemopreventive strategies in high-risk PDAC clinical settings, such as chronic pancreatitis or genetic predisposition^1,2^.

During cancer progression, tumor cells can undergo molecular and phenotypic changes collectively referred to as cellular plasticity. For example, chronic pancreatitis or oncogenic mutations in Kirsten rat sarcoma viral oncogene homolog (KRAS), which are found in most PDACs^3^, can induce acinar-to-ductal metaplasia (ADM), a reprogramming process that leads to the dedifferentiation of pancreatic acinar cells and their transdifferentiation into progenitor-like cells with ductal characteristics^4^. While ADM facilitates pancreatic regeneration after injury, persistent ADM, especially in the presence of oncogenic *KRAS* mutations, increases the potential of transdifferentiated cells to progress into pancreatic intraepithelial neoplasia (PanIN) and ultimately PDAC^5,6^. ADM is a highly plastic process involving extensive transcriptional rewiring leading to reduced expression of acinar-specific genes, such as Mist, amylase, carboxypeptidase, and elastase, and increased expression of ductal-specific genes, such as cytokeratin-19 (CK-19), cytokeratin-20 (CK-20), SOX9, and carbonic anhydrase^7^. However, it is unclear whether these early events of pancreatic carcinogenesis are facilitated by specific pro-survival molecules, which could be amenable to pharmacological targeting during ADM and PDAC development.

The multifunctional kinase transforming growth factor (TGF)-β-activated kinase 1 (TAK1) has recently emerged as a signaling node with diverse and tumor type-specific functions in cancer initiation and progression^8^. TAK1 is activated downstream of tumor necrosis factor (TNF) and TGF-β, two cytokines known to contribute to ADM^6,9^. It mediates cell survival not only through phosphorylation of the IκB kinase (IKK) complex catalytic subunits IKKα/IKK1 and IKKβ/IKK2 and subsequent activation of nuclear factor kappa B (NF-κB)^10^, but also through suppression of programmed cell death (PCD) by mediating inhibitory phosphorylation of receptor-interacting serine/threonine protein kinase 1 (RIPK1), a master regulator of CASPASE 8 (CASP8)-dependent apoptosis and RIPK3-dependent necroptosis^11–14^.

In this work, we examined the role of TAK1 in KRAS-dependent PDAC development. We could show that TAK1 determines whether acinar cells will survive, transdifferentiate into ductal cells and subsequently develop into cancer cells or will succumb to PCD through RIPK1-dependent necroptosis and apoptosis. Consequently, genetic deletion or pharmacological inhibition of TAK1 not only prevented the development of PanIN and PDAC in vivo and in vitro independently of its function in NF-κB activation, but also induced death of established patient-derived pancreatic tumor spheroids. Collectively, our findings suggest that PCD induction by targeting TAK1 may represent a clinically translatable prevention and treatment strategy for PDAC.

## Results

### TAK1 deficiency suppresses KRAS-driven ADM and PDAC development

In order to assess the expression levels and activation status of the prosurvival kinase TAK1 in PDAC, we first performed immunohistochemical (IHC) staining in a tissue microarray of 173 human PDAC samples (Supplementary Table 1). In this analysis, we detected a strong upregulation and activation of TAK1 in cancer cells (Fig. 1a, b; Supplementary Fig. 1a, b). In line, the TAK1-binding protein 3 (TAB3), which is essential for TAK1 activation^15^, was also found to be highly expressed in PDAC samples (Supplementary Fig. 1c, d). To further examine the role of TAK1-dependent signaling in vivo, we intercrossed transgenic mice with a floxed, constitutively active *Kras* allele (KRAS^G12D-Fl/+^ mice)^16^ and *Tak1*^Fl/Fl^ mice^17^ with *Ptf1a*-cre^18^ mice to generate animals with either oncogenic KRAS expression in acinar cells alone (KRAS^G12D^) or mice with combined acinar cell (Ac)-specific oncogenic KRAS expression and deletion of *Tak1* (KRAS^G12D^ TAK1^ΔAc^). Analyses of these animals at 6 weeks of age showed no gross abnormalities in all groups (Supplementary Fig. 2a). As expected, KRAS^G12D^ and KRAS^G12D^ TAK1^ΔAc^ mice showed similar levels of constitutive activation of KRAS (Supplementary Fig. 2b). Moreover, acinar cells from KRAS^G12D^ TAK1^ΔAc^ mice displayed an impairment of IκBα degradation upon TNF stimulation, confirming the NF-κB signaling inhibition due to the lack of the upstream kinase TAK1 (Supplementary Fig. 2c, d).

**Fig. 1:**
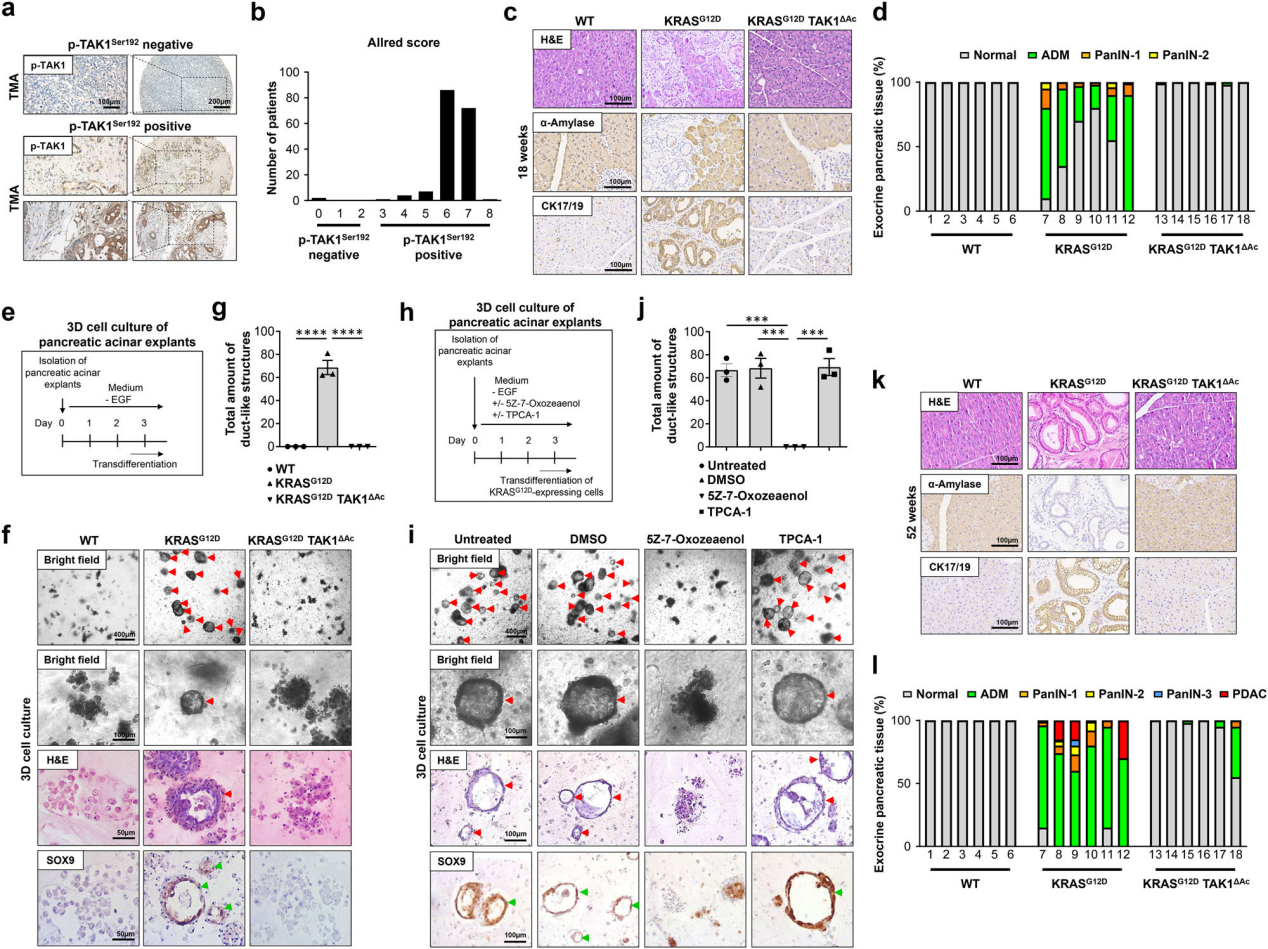
TAK1 supports KRAS^G12D^-driven ADM and PanIN formation resulting in PDAC development. **a**, **b** Immunohistochemistry (IHC) of phospho-TAK1^Ser192^ (p-TAK1 ^Ser192^) in samples of a human PDAC tissue microarray (TMA) and quantification using the Allred scoring system (Scores 0-2 = negative, Scores 3-8 = positive). *n *= 173, biologically-independent samples. **c**, **d** Representative images after H&E staining, α-Amylase and cytokeratin 17/19 (CK17/19) IHC on pancreatic tissue sections from 18-week-old mice and quantification of healthy pancreas tissue (Normal), acinar-to-ductal metaplasia (ADM), pancreatic intraepithelial neoplasia 1 (PanIN-1) and PanIN-2 in these animals (*n *= 6 mice per genotype). **e**–**g** Experimental design to study the transdifferentiation capability of pancreatic acinar cell explants in 3D collagen matrices. Representative images by bright-field microscopy, after H&E staining and SOX9 IHC. Duct-like hollow structures formed at day 3 are highlighted with red arrowheads (quantified in g). Green arrowheads indicate SOX9^+^ duct-like structures. Results are expressed as mea*n *± SEM. The experiment was done with acinar explants from 3 different mice per genotype. *P* value was calculated by ordinary one-way ANOVA (two-tailed) with Tukey’s multiple-comparisons test. ****p < 0.0001. **h**–**j** Experimental setting to study the transdifferentiation capability of KRAS^G12D^-expressing pancreatic acinar cell explants in 3D collagen matrices in the presence of various inhibitors. Representative images by bright-field microscopy, after H&E staining and SOX9 IHC of KRAS^G12D^-expressing pancreatic acinar explants grown in normal medium (untreated), or treated with DMSO, 5Z-7-Oxozeaenol (10 µM) or TPCA-1 (10 µM). Duct-like structures formed at day 3 are highlighted with red arrowheads and their total amount per genotype is indicated. Green arrowheads indicate SOX9^+^ duct-like structures. Results are expressed as mea*n *± SEM. The experiment was done with acinar explants from 3 different mice per genotype. *P* value was calculated by ordinary one-way ANOVA (two-tailed) with Tukey’s multiple-comparisons test. ***p = 0.0003 untreated vs Oxo, ***p = 0.0003 DMSO vs Oxo, ***p = 0.0002 Oxo vs TPCA-1. **k**, **l** H&E staining, IHC of α-Amylase and CK17/19 on pancreatic tissue sections from the indicated 52-week-old mice and quantification of the different stages of pancreatic cancer development (*n *= 6 mice per genotype). Source data are provided in the Source Data file.

Histological analyses of the pancreas in 18-week-old KRAS^G12D^ mice revealed the presence of ADM areas and PanIN-1 and PanIN-2 lesions as potential precursors of PDAC^7^ (Fig. 1c, d). Strikingly, this process was abolished in KRAS^G12D^ TAK1^ΔAc^ mice (Fig. 1c, d), suggesting that TAK1-dependent signaling plays a crucial role during ADM. Of note, analyses of single TAK1^ΔAc^ mice (without KRAS activation) did not reveal any microscopically detectable pancreatic abnormalities at the age of 18 weeks (Supplementary Fig. 2e, f), indicating that TAK1 deficiency does not significantly affect normal acinar cell development but specifically influences the process of KRAS-driven ADM. To further substantiate this inhibitory effect of *Tak1* deletion, we implemented a three-dimensional (3D) collagen matrix culture system of pancreatic acinar cell explants (Fig. 1e). In this 3D culture system that mimics the observed ADM process in the pancreas, acinar cells isolated from 6-week-old mice KRAS^G12D^ mice were let to transdifferentiate into ductal-like cells and form duct-like structures within the collagen matrix in the absence of epidermal growth factor (EGF). Under these culture conditions, KRAS^G12D^-expressing acinar cells could efficiently undergo ADM and form duct-like structures, as assessed by bright field microscopy, H&E staining and IHC for the ductal cell marker SOX9^19^, while wild-type (WT) cells did not form duct-like structures (Fig. 1f, g). Interestingly, KRAS-activated acinar cells failed to form ADM structures upon concomitant TAK1 deficiency (Fig. 1f, g). We also tested if pharmacological TAK1 inhibition had a similar effect on KRAS^G12D^-expressing acinar cells using the TAK1 kinase activity inhibitor 5Z-7-Oxozeaenol^20^. Indeed, we observed that the TAK1 inhibitor prevented duct-like structure formation in a concentration dependent manner (Fig. 1h–j; Supplementary Fig. 2g), indicating that the function of TAK1 in this process was kinase activity-dependent. In contrast, the use of the IKK inhibitor TPCA-1 in a concentration that sufficiently suppressed the expression of NF-κB target genes (Supplementary Fig. 2h, i) did not block the formation of duct-like structures (Fig. 1i, j), suggesting that ADM impairment upon TAK1 deficiency was not due to NF-κB inhibition.

To further evaluate the effect of TAK1 deficiency on carcinogenesis, we monitored the mice with different genotypes over a period of 30 and 52 weeks. In KRAS^G12D^ mice, ADM and pre-neoplastic lesions progressed to high-grade lesions (PanIN-3) and advanced PDAC (Fig. 1k, l; Supplementary Fig. 2j, k). In stark contrast, aged KRAS^G12D^ TAK1^ΔAC^ mice were largely devoid of PanIN-3 lesions and PDAC (Fig. 1k, l; Supplementary Fig. 2j, k). Finally, as TPCA, in contrast to 5Z-7-Oxozeaenol, did not block ADM in vitro, we assessed the effect of NF-κB inhibition in vivo by deleting the NF-κB subunit *Rela* in KRAS-driven PDAC-development^21^. Contrary to the tumor-preventing effect of *Tak1* ablation in KRAS-driven PDAC development, ablation of *Rela* did not prevent ADM and PDAC formation in KRAS^G12D^ mice (KRAS^G12D^ RelA^ΔAc^), but instead, it even enhanced tumorigenesis (Supplementary Fig. 2l, m). Taken together, our findings showed that TAK1 ablation blocked KRAS-driven ADM/PanIN formation and PDAC development in an NF-κB independent manner.

### Activation of TAK1-regulated PCD pathways prevent ADM

To assess the molecular mechanism how TAK1 prevented KRAS-driven ADM in the pancreas, we first performed immunoblotting analyses to examine the activation of pathways associated with MAP kinase signaling and proliferation in pancreatic protein lysates from 6- and 18-weeks-old mice. In line with our finding that pancreatic KRAS activation was unaffected by *Tak1* deletion in 6-week-old mice (see Supplementary Fig. 2b), we did not detect clear differences in the phosphorylation of downstream targets of KRAS signaling, such as protein kinase B (AKT), extracellular signal-regulated kinase (ERK) and mitogen-activated protein kinase kinase 1/2 (MEK1/2) in pancreatic lysates of 6-week-old WT, TAK1^ΔAc^, KRAS^G12D^ and KRAS^G12D^ TAK1^ΔAc^ mice (Supplementary Fig. 3a). Conversely, analysis of whole pancreas lysates from 18-week-old mice revealed an increase in AKT, ERK and MEK1/2 phosphorylation in KRAS^G12D^ mice, which was abolished upon additional deletion of *Tak1* (Supplementary Fig. 3b). Accordingly, IHC analysis of p-ERK in pancreatic sections from 18-week-old mice revealed a strong signal in ADM and PanIN lesions observed in KRAS^G12D^ mice (Supplementary Fig. 3c). In contrast, the activation of the stress kinases mitogen-activated protein kinase 8 (JNK1), 9 (JNK2) and 14 (p38) was not affected in all mice at both time points (Supplementary Fig. 3a, b). Furthermore, evaluation of proliferation by Ki-67 immunolabelling revealed no differences in proliferation rate at 6 weeks of age, but high cell proliferation in areas of ADM/PanIN formation in 18-week-old KRAS^G12D^ mice (Supplementary Fig. 3d–g). Analysis of the pancreatic acinar cell explants cultured on collagen matrices also showed proliferating cells mainly in the duct-like structures originating from KRAS^G12D^-expressing acinar cells, while proliferating cells were not detected in explants from KRAS^G12D^ TAK1^ΔAc^ mice (Supplementary Fig. 3h). Together, these findings suggested that ERK and MEK1/2 signaling activation, as well as the increased ductal cell proliferation, reflected ADM/PanIN formation in aging mice and argued against a direct regulation of these disease markers by TAK1.

We next investigated whether *Tak1* deletion had induced spontaneous PCD during the KRAS-driven ADM and carcinogenesis process in the pancreas. To this end, we analyzed the level of spontaneous apoptotic cell death in WT, KRAS^G12D^, and KRAS^G12D^ TAK1^ΔAc^ mice at 6 and 18 weeks of age, but could not detect major differences between the different genotypes (Supplementary Fig. 3i, j). However, in a setting of slow progression of ADM formation in KRAS^G12D^-expressing pancreatic tissue over several weeks, it might be difficult to detect spontaneous cell death as a single-cell event in TAK1-deficient pancreatic cells. Thus, we decided to explore the effect of TAK1 inhibition on PCD under more controlled conditions in vitro. To analyze cell death induction, we first cultured acinar cells isolated from WT, KRAS^G12D^ and KRAS^G12D^ TAK1^ΔAc^ mice in the presence of EGF, in order to trigger acinar-to-ductal transdifferentiation in all genotypes independently of KRAS^G12D^ expression^22^, and subsequently, we treated the transdifferentiated cells with TNF in the absence of EGF (Fig. 2a). Our immunoblotting analysis revealed CASPASE 3 (CASP3) cleavage, an apoptosis induction marker, and phosphorylation of mixed lineage kinase like (MLKL), a necroptosis induction marker, only in cells isolated from KRAS^G12D^ TAK1^ΔAc^ mice (Fig. 2b).

**Fig. 2:**
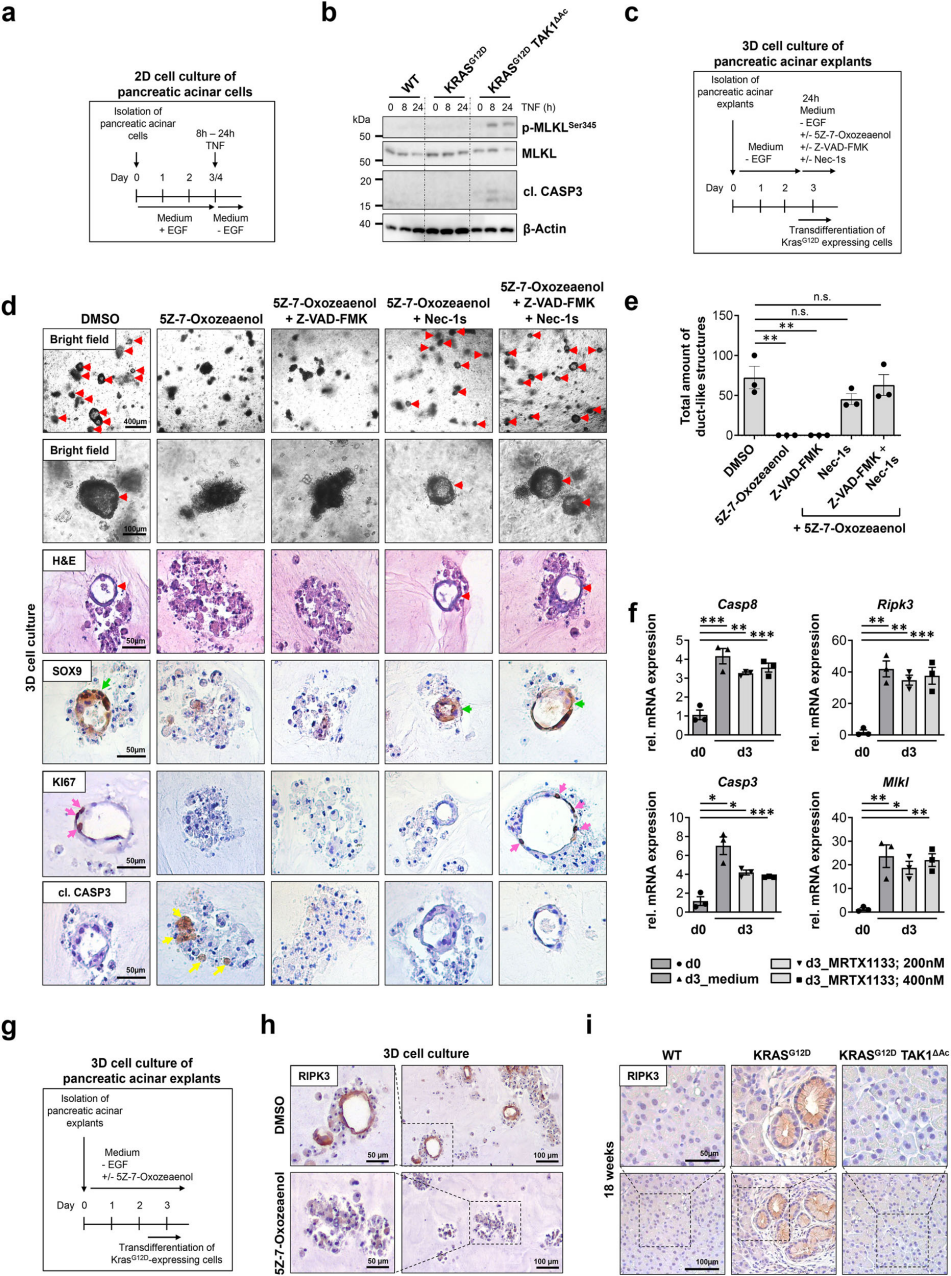
Transdifferentiation sensitizes acinar cells to apoptotic and necroptotic PCD. **a**, **b** Experimental design to study cell death induction in primary pancreatic acinar cells grown in 2D cell culture upon treatment with TNF (100 ng/ml). Immunoblotting analysis in lysates of pancreatic acinar cells isolated from the indicated mice. The experiment was done twice with one mouse per genotype. **c**–**e** Experimental design to examine the susceptibility of KRAS^G12D^-expressing pancreatic acinar cell explants grown in 3D collagen matrices to PCD after transdifferentiation and formation of duct-like structures. The effect of DMSO, 5Z-7-Oxozeaenol (10 µM) alone or in combination with Z-VAD-*fmk* (25 µM), Nec-1s (50 µM) or both for 24 h was assessed. Representative images by bright-field microscopy, H&E staining and SOX9, Ki67 and cl. CASP3 IHC. Arrowheads highlight intact duct-like structures (red; quantified in e), SOX9^+^ duct-like structures (green), Ki67^+^ (pink) and cl. CASP3^+^ (yellow) cells. Results are expressed as mea*n *± SEM. The experiment was done with acinar explants from 3 different KRAS^G12D^ mice. *P* value was calculated by ordinary one-way ANOVA (two-tailed) with Tukey’s multiple-comparisons test. **p = 0.0016, n.s. = not significant. **f** qRT-PCR analysis of the mRNA expression of key apoptotic and necroptotic cell death mediators in 3D collagen matrices of KRAS^G12D^ pancreatic acinar cell explants before (d0) and after (d3) transdifferentiation, treated with or without MRTX1133 (200 nM or 400 nM). The experimental design is shown in Supplementary Fig. 4a. All values were normalized to *Sdha* expression. Results are expressed as mea*n *± SEM. The experiment was done using acinar explants from the same three KRAS^G12D^ mice. *P* values were calculated by ordinary one-way ANOVA (two-tailed) with Tukey’s multiple-comparisons test indicated in the figure. **g**, **h** Experimental design to examine the upregulation of RIPK3 after transdifferentiation of KRAS^G12D^-expressing pancreatic acinar cell explants in 3D collagen matrices upon DMSO or 5Z-7-Oxozeaenol (10 µM) treatment. Representative images after RIPK3 IHC. The experiment was done with acinar explants from 3 different KRAS^G12D^ mice. **i** Representative images after RIPK3 IHC on pancreatic tissue sections from the indicated 18-week-old mice (*n *= 4 mice per genotype). Source data are provided in the Source Data file.

Next, we cultured KRAS^G12D^-expressing pancreatic acinar explants on a 3D collagen matrix and allowed them to undergo ADM and form duct-like structures before treating them with 5Z-7-Oxozeaenol or DMSO (solvent) for 24 h (Fig. 2c–e). As expected, cells treated with DMSO showed SOX9^+^ duct-like structures containing proliferating cells. In contrast, 5Z-7-Oxozeaenol treatment led to the collapse of the duct-like structures that showed cleaved CASP3^+^ apoptotic cells, a feature that was not observed upon DMSO treatment alone (Fig. 2d). To further characterize the nature of PCD upon TAK1 inhibition, we treated duct-like structures established from acinar cell explants of KRAS^G12D^ mice with 5Z-7-Oxozeaenol in combination with Z-VAD-*fmk* (pan-CASPASE inhibitor) and/or Nec-1s (inhibitor of RIPK1-dependent apoptosis and necroptosis) (Fig. 2c–e). Interestingly, single Z-VAD*-fmk* treatment could not prevent the disintegration of ADM structures caused by TAK1 inhibition, suggesting that blockage of apoptotic cell death alone was not sufficient to prevent PCD induced upon treatment with the TAK1 inhibitor. On the contrary, the duct-like structures were preserved upon treatment with Nec-1s alone or in combination with Z-VAD-*fmk* (Fig. 2d, e). These data suggested that TAK1 inhibition sensitized cells undergoing acinar-to-ductal transdifferentiation to RIPK1 kinase activity-dependent apoptosis and necroptosis.

To explore why KRAS^G12D^-expressing acinar cells were sensitive to PCD during ADM in the absence of TAK1, we examined the expression of key mediators of apoptosis and necroptosis in KRAS^G12D^-expressing acinar cells before and after their 3-day transdifferentiation into duct-like structures by qRT-PCR (Supplementary Fig. 4a). As expected, the expression of the acinar cell markers *Amylase 1 (Amy1)* and *Mist 1* was lost during ADM, while the progenitor and ductal cell marker *Cytokeratin 19 (Ck19)* was strongly upregulated (Supplementary Fig. 4b). Strikingly, we found that the expression of two essential necroptosis mediators, *Ripk3* and *Mlkl*, as well as two key apoptosis mediators, *Caspase 8* (*Casp8*) and *Casp3*, was significantly upregulated upon acinar-to-ductal transdifferentiation (Fig. 2f). In contrast, the expression of other cell death-associated molecules, such as *Ripk1* and *Casp9*, was not significantly altered during the transdifferentiation process (Supplementary Fig. 4b). To confirm these data on protein level, we performed IHC staining for RIPK3 in samples of collagen matrix-cultured acinar explants. Indeed, we could detect a strong RIPK3 expression in the KRAS^G12D^-expressing ductal cells that formed the ADM structures, which was not observed in 5Z-7-Oxozeaenol-treated acinar cells that failed to transdifferentiate (Fig. 2g, h). Accordingly, we could detect an increased RIPK3 expression in pancreatic ADM/PanIN lesions of KRAS^G12D^ mice (Fig. 2i). Finally, to assess whether the observed upregulation of the PCD mediators is induced by mutant KRAS, we treated our acinar explants during our 3-day in vitro ADM assay with the recently developed, KRAS^G12D^-specific inhibitor MRTX1133 that has shown anti-tumor efficacy in several PDAC mouse models^23–25^. As anticipated, MRTX1133 significantly inhibited the formation of duct-like structures in a dose-dependent manner (Supplementary Fig. 4c, d) without inducing, however, significant cytotoxicity (Supplementary Fig. 4e). Interestingly, our qRT-PCR analysis revealed that MRTX1133 neither reduced the upregulated expression of the PCD mediators, nor prevented the loss of acinar cell marker and induction of ductal cell marker expression (Fig. 2f; Supplementary Fig. 4b). To further test whether KRAS^G12D^ expression is required to confer increased sensitivity to PCD, we expressed GFP or KRAS^G12D^ in immortalized human pancreatic ductal epithelial cells (HPDEs) using a Doxycycline (Dox)-inducible system. Dox-mediated KRAS^G12D^ induction for 3 days led to the development of characteristic cell vacuolization, indicative of increased liquid-phase endocytosis^26^, and the upregulation of phosphorylated ERK (Supplementary Fig. 4f, g). Subsequent incubation of HPDEs with 5Z-7-Oxozeaenol alone or in combination with TNF led to a significant induction of cell death independent of KRAS^G12D^ expression (Supplementary Fig. 4h). Altogether, these findings suggest that important apoptosis and necroptosis mediators are transcriptionally upregulated during KRAS^G12^-driven transdifferentiation of acinar cells, rendering the newly formed duct-like cells susceptible to PCD upon TAK1 inhibition. This transcriptional upregulation of cell death regulators appears to be associated with the switch of acinar to ductal-like cell identity during ADM, and rather unaffected by KRAS^G12D^ inhibition through MRTX1133 application.

### Concomitant inhibition of necroptosis and apoptosis restores ADM and PanIN formation in KRAS^G12D^ TAK1^ΔAc^ mice

Based on our in vitro data described above, we hypothesized that PCD induction in *Tak1*-deficient, KRAS^G12D^-expressing transdifferentiated cells would eliminate premalignant lesions thereby inhibiting PDAC development in vivo. Contrary to our hypothesis, a previous study has demonstrated that the presence of necroptosis mediator RIPK3 promoted KRAS-driven PDAC progression in mice by eliciting an immunosuppressive response^27^. To assess the role of apoptosis and necroptosis induction in ADM/PanIN formation upon *Tak1* ablation in vivo, we generated KRAS^G12D^ TAK1^ΔAc^ mice with additional deletion of *Casp8* (KRAS^G12D^ TAK1/CASP8^ΔAc^), *Ripk3* (KRAS^G12D^ TAK1^ΔAc^ RIPK3^-/-^) or both (KRAS^G12D^ TAK1/CASP8^ΔAc^ RIPK3^-/-^). Immunoblotting analysis of transdifferentiated acinar cells upon TNF stimulation showed an impairment of MLKL phosphorylation in KRAS^G12D^ TAK1^ΔAc^ RIPK3^-/-^ mice and KRAS^G12D^ TAK1/CASP8^ΔAc^ RIPK3^-/-^ mice, verifying the inhibition of necroptosis, while cells from KRAS^G12D^ TAK1/CASP8^ΔAc^ mice and KRAS^G12D^ TAK1/CASP8^ΔAc^ RIPK3^-/-^ mice showed an impairment of CASP3 cleavage, confirming the inhibition of apoptosis (Fig. 3a, b). Analyses of the three different mouse lines at 18 weeks of age showed that the additional deletion of *Casp8* or *Ripk3* alone had almost no effect on the occurrence of ADM. However, the combined deletion of *Casp8* and *Ripk3* re-established the formation of ADM/PanIN in KRAS^G12D^ TAK1/CASP8^ΔAc^ RIPK3^-/-^ mice (Fig. 3c, d). This finding was confirmed in our 3D collagen matrix culture system, where only acinar cell explants from KRAS^G12D^ TAK1/CASP8^ΔAc^ RIPK3^-/-^ mice were able to form stable ADM structures (Fig. 3e, f).

**Fig. 3:**
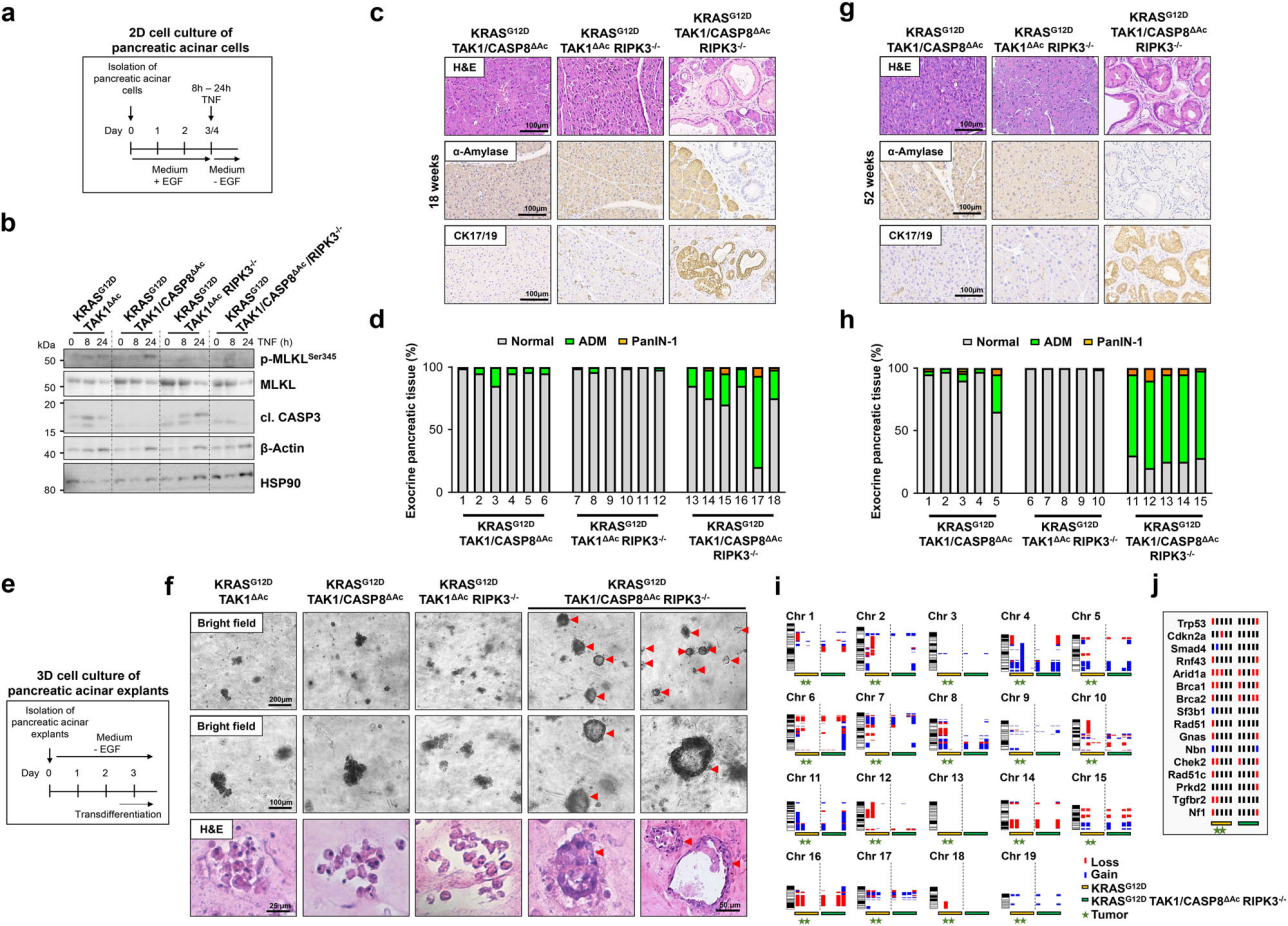
Inhibition of necroptotic and apoptotic cell death restores transdifferentiation capability of pancreatic acinar cells from KRAS^G12D^ TAK1^ΔAc^ mice. **a**, **b** Experimental design to study cell death induction in primary pancreatic acinar cells grown in 2D cell culture upon treatment with TNF (100 ng/ml). Immunobloting analysis in pancreatic acinar cells isolated from the indicated mice. The experiment was done once with one mouse per genotype. **c**, **d** H&E staining and IHC of α-Amylase and CK17/19 on pancreatic tissue sections from 18-week-old mice with the indicated genotype and quantification of healthy pancreas tissue (Normal), ADM and PanIN-1 of the same animals (*n *= 6 mice per genotype). **e**, **f** Experimental design to study the transdifferentiation capability of pancreatic acinar cell explants in 3D collagen matrices isolated from the indicated mice. Representative images are shown by bright-field microscopy and after H&E staining. Intact duct-like structures are highlighted with red arrowheads. The experiment was done with acinar explants from 2 different mice per genotype. **g**, **h** H&E staining and IHC of α-Amylase and CK17/19 of pancreatic tissue sections from 52-week-old mice with the indicated genotype and quantification of healthy pancreas tissue (Normal), ADM and PanIN-1 of the same mice (*n *= 5 mice per genotype). **i**, **j** Array comparative genomic hybridization (aCGH) analysis of pancreas tissue (ADM, PanIN and PDAC areas) from 52-week-old WT (*n *= 3), KRAS^G12D^ (*n *= 5) and KRAS^G12D^ TAK1/CASP8^ΔAC^ RIPK3^-/-^ (*n *= 5) mice. The pancreatic tissue of individual transgenic mice was hybridized against the pancreatic tissue of age-matched WT mice and analyzed by aCGH. The q-arm of each chromosome is shown and chromosome numbers are indicated. Dark horizontal bars within the symbolized chromosomes represent G bands. Chromosomal deletions (loss) are indicated in red and amplifications (gain) in blue. Five mice per analyzed genotype are labeled by horizontal-colored bars. Mice with PDAC are labeled with a green star. Map of pancreatic cancer associated genes located in the chromosomal gain and loss regions detected by aCGH analysis is depicted in (**j**). Vertical lines next to each gene *locus* represent individual mice. Source data are provided in the Source Data file.

KRAS^G12D^ TAK1/CASP8^ΔAc^ RIPK3^-/-^ mice exhibited ADM and PanIN lesions also at 52 weeks of age (Fig. 3g, h). However, unlike KRAS^G12D^ mice, we did not detect any high-grade PanIN-3 stages or PDAC in KRAS^G12D^ TAK1/CASP8^ΔAc^ RIPK3^-/-^ mice (Fig. 3g, h). This observation suggests that TAK1 controls ADM/PanIN formation through the regulation of PCD, but promotes late stages of PDAC oncogenesis through PCD-independent mechanisms.

Given that mutations are a driving force of PDAC development^28^ and TAK1 might modulate chromosomal stability and the mutational spectrum of PDAC via NF-κB^29^, we performed an array comparative genomic hybridization (aCGH) analysis on pancreatic tissue of five KRAS^G12D^ TAK1/CASP8^ΔAc^ RIPK3^-/-^ mice and five KRAS^G12D^ mice (Fig. 3i). 

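Array comparative genomic hybridization sets the copy number of a tissue's DNA against that of a reference at many probes along the genome. Pancreatic DNA of 5 KRAS G12D and 5 KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice aged 52 weeks was labeled with Cy3. It was hybridized, on 1 array per mouse, with Cy5-labeled DNA pooled from 4 normal pancreata. The engineered genes come first: *Map3k7* encodes TAK1, *Casp8* encodes the protease that starts apoptosis and *Ripk3* encodes a kinase of necroptosis. In log2 ratios of Cy3 over Cy5, none of the 7 probes inside *Map3k7*, *Casp8* and *Ripk3* differed between the genotypes in limma (adjusted over the 7 probes, n = 4 or 5 mice per genotype and probe). None of the 7 had an unadjusted p under 0.05. The *Map3k7* probe at 31994622 to 31994682 on chromosome 4 (mm10) lay at 0.61 ± 0.82 (SD) in KRAS G12D mice and at 0.49 ± 1.22 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice. At this *Map3k7* probe, 4 arrays of each genotype held a signal above background in both channels. In the log2 ratios that the authors deposited, the same *Map3k7* probe lay at -0.13 ± 0.27 and -0.77 ± 0.21. The deposited difference at this probe was -0.63 (limma, standard error 0.15, adjusted p = 0.00788 over the 7 probes and 0.535 over all probes; 2-sided exact permutation test, p = 0.0159). The mean of the 24 probes within 1 Mb of it differed by 0.06 in the deposited log2 ratios (2-sided exact permutation test, p = 0.643) and by 0.21 in Cy3 over Cy5 (2-sided exact permutation test, p = 0.0476). At the other *Map3k7* probe, at 32017940 to 32018000, the genotypes differed by -0.05 in Cy3 over Cy5 and by 0.11 in the deposited log2 ratios. Differences at the 3 *Casp8* probes ran from -0.78 to 0.14 and at the 2 *Ripk3* probes from 0.17 to 0.89 (limma, smallest adjusted p = 0.310), with 4 KRAS G12D arrays at 1 of the *Casp8* probes. The deposited log2 ratios gave -0.18 to 0.09 at *Casp8* and -0.01 to 0.26 at *Ripk3* (limma, smallest adjusted p = 0.463). Which exons of *Map3k7*, *Casp8* and *Ripk3* are deleted is not given in the sources used here, and a probe outside the deleted part tests nothing about the deletion. Median background-subtracted Cy3 signals ran from 50 to 200 in KRAS G12D mice and from 136.5 to 258.5 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice. Those of Cy5 ran from 11 to 18 and from 11 to 14. The Cy3 signal stood well above background at 91.3% to 99.4% and 96.2% to 99.6% of features, and the Cy5 signal at 7.46% to 24.4% and 14.0% to 19.5%. The log2 ratios of Cy3 over Cy5 were centered on each array's median and segmented along the autosomes. Segments were called gained or lost where their mean reached 0.2 or -0.2. The deposited log2 ratios, given beside them as an alternative, hold 45854 autosomal probes and a denominator other than the array's own Cy5. With the array's log2 Cy3 subtracted, they correlated at 0.624 to 0.739 with the inverted log2 Cy5 of the same array. Between 2 arrays of slide 1, their differences correlated at 0.841 to 0.955 with those of log2 Cy3 and at -0.0385 to 0.0285 with the inverted ones of log2 Cy5, where Cy3 over Cy5 gave 0.129 to 0.415 and 0.896 to 0.988. Between an array of slide 1 and an array of slide 2, these correlations of the deposited log2 ratios were 0.587 to 0.846 and -0.149 to -0.0212. All p-values measure the spread between these mice, since the pool is a single reference sample whose own spread enters no test.

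**Figure D1:**
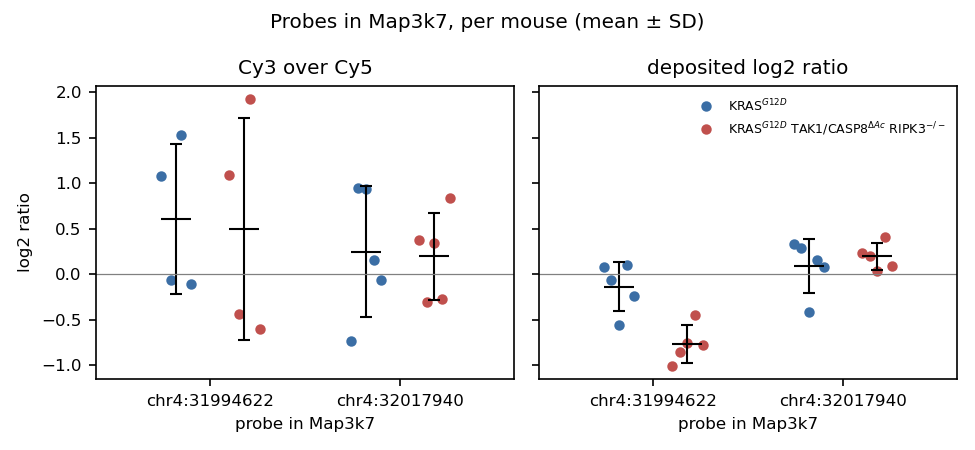
Log2 ratio of each mouse at the 2 probes inside *Map3k7*, from Cy3 over Cy5 and from the deposited log2 ratios. Lines and bars show mean ± SD per genotype, with n = 5 mice except for n = 4 at the first probe in Cy3 over Cy5.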

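Gains and losses of chromosome segments change the dose of many genes at once. On these arrays the share of probes called gained or lost varied far more between mice of a genotype than between the genotypes. Per mouse, 0.0110% to 51.0% of autosomal probes lay in a gained or lost segment in KRAS G12D mice (mean 18.9 ± 21.6%, SD) and 0.613% to 48.2% in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice (19.6 ± 18.5%). KRAS G12D mouse 1 and KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mouse 5, with the highest shares, also had the highest derivative log ratio spreads, a measure of array noise (0.711 and 0.741). KRAS G12D mouse 5, with the lowest share, had the lowest (0.555). Whether the shares follow this spread over all 10 mice was not tested, so that noise is not set apart from copy number in them. The difference of 0.775 percentage points had a p of 0.960 (2-sided exact permutation test, smallest possible p 0.00794). Its sign is not settled: with 1 mouse left out it ran from -6.38 to 8.80, and it was reversed under 6 alternatives set before the data were examined. Gained segments held 12.5 ± 15.2% of probes in KRAS G12D and 13.8 ± 12.0% in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice (2-sided exact permutation test, p = 0.881). Lost segments held 6.31 ± 6.41% and 5.82 ± 7.42% (2-sided exact permutation test, p = 0.921). The balance of gain and loss depends on where 0 is set. With each array centered on its mode, gained segments held 3.02 ± 4.46% and 1.56 ± 1.91% and lost segments 14.3 ± 14.5% and 18.9 ± 15.0%. In the deposited log2 ratios, 6.40 ± 8.28% and 4.38 ± 4.15% were gained and 18.4 ± 17.1% and 21.2 ± 14.8% lost. The largest gained segment lay on chromosome 2 in KRAS G12D mice 1 (32880844 to 151505113, mean log2 ratio 0.20) and 2 (36083438 to 151717093, 0.26) and in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mouse 5 (36083438 to 118343869, 0.30). In KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice 1, 2 and 4 it lay on chromosome 4 (3450795 to 115738367, 0.25; 3232361 to 106766962, 0.23; 3232361 to 106734694, 0.27). In KRAS G12D mouse 3 it lay on chromosome 3 (3021531 to 86772774, 0.23) and in KRAS G12D mouse 4 on chromosome 18 (74012716 to 76163347, 0.21). In KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mouse 3 it lay on chromosome 17 (3023325 to 23279740, 0.21), while KRAS G12D mouse 5 had 0 gained segments. The largest lost segment lay on chromosome 5 in KRAS G12D mouse 2 (107639180 to 151649942, -0.23) and KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mouse 5 (108669821 to 151649942, -0.33). In KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice 2 and 4 it lay on chromosome 17 (23780209 to 37466298, -0.21; 22858955 to 37107956, -0.26) and in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mouse 1 on chromosome 19 (3259826 to 10938081, -0.25). In KRAS G12D mice 1, 3 and 4 it lay on chromosomes 7 (3314531 to 46983620, -0.28), 4 (115042148 to 156185206, -0.28) and 10 (75617007 to 81582435, -0.22). At the 75% tumor cells that the authors assumed, 1 copy gained or lost would give a log2 ratio of 0.459 or -0.678. The means so far, 0.20 to 0.30 and -0.21 to -0.33, were all smaller in size than that, and some lay just past the call threshold. In KRAS G12D mouse 5 and KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mouse 3, the largest lost segment held 5 probes at 58713725 to 58771462 on chromosome 19 (-4.88 and -4.27). *Pnliprp1* and *Pnliprp2*, which encode pancreatic lipase-related proteins, lie there. The lowest probes of *Pnliprp1* and *Pnliprp2* had means of 0.79 and 0.40 over the 10 mice in the deposited log2 ratios, and mean Cy5 signals of 1962 and 321 against 265 and 111 in Cy3. Most of the largest segments lay elsewhere in the deposited log2 ratios. There the largest gained segment lay on chromosome 16 in KRAS G12D mouse 1 and KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice 1, 4 and 5, and on chromosomes 10, 8, 19 and 4 in KRAS G12D mice 2, 3, 4 and 5. In KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice 2 and 3 it lay on chromosome 6. The largest lost segment there lay on chromosome 11 in KRAS G12D mice 1 and 2, on chromosomes 4, 7 and 10 in KRAS G12D mice 3, 4 and 5, on chromosome 5 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice 1 and 4, and on chromosomes 17, 7 and 13 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice 2, 3 and 5. Against a log2 ratio of 0, 327 of 1985 bins of 1 Mb lay higher and 82 lower in KRAS G12D mice (limma, adjusted p under 0.05, with 763 at an unadjusted p under 0.05). No array of normal against normal pancreas and none with swapped dyes was read. A fixed bias of probes, dyes or centering would therefore count as well, and these bins are not shown to differ from normal pancreas. In KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice, 632 lay higher and 137 lower (limma, 986 unadjusted). Without KRAS G12D mouse 1, 2 or 3, the 409 bins of KRAS G12D mice fell to 35, 38 or 110, and without KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mouse 5 the 769 bins of these mice fell to 490. Centered on the mode, these counts were 96 higher and 139 lower in KRAS G12D mice and 237 and 336 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice. In the deposited log2 ratios, whose denominator is not the array's own Cy5, they were 478 and 431 in KRAS G12D mice and 606 and 620 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice, of 2054 bins.

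**Figure D2:**
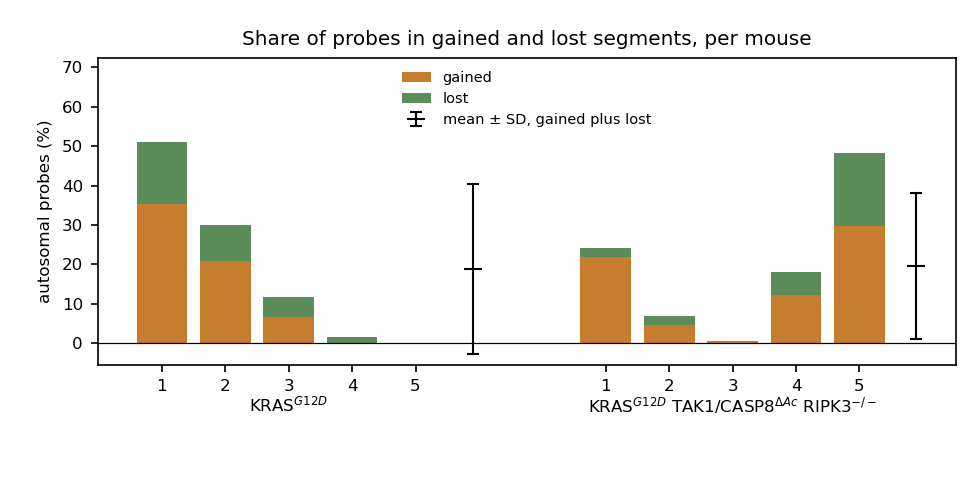
Percent of autosomal probes in gained and in lost segments of each mouse. Bars beside the mice show mean ± SD of gained plus lost per genotype (n = 5).

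**Figure D3:**
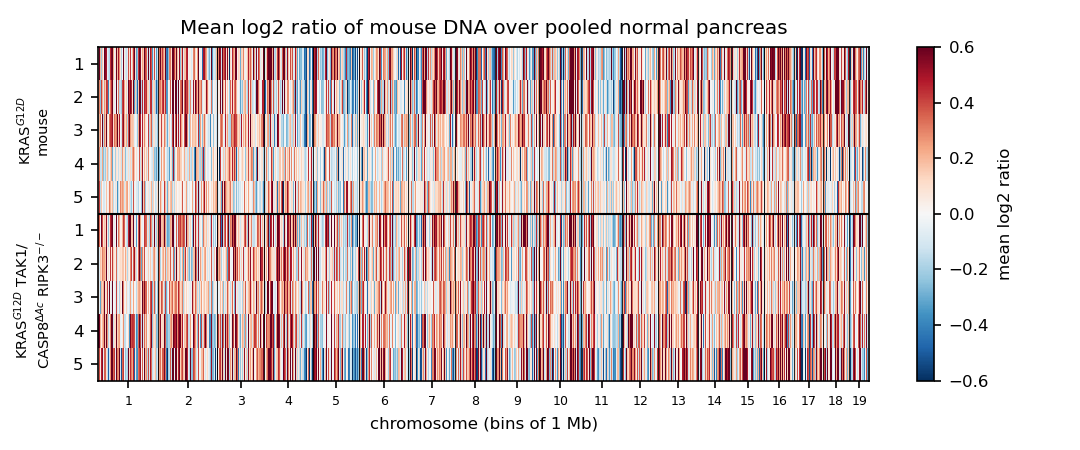
Mean log2 ratio of Cy3 over Cy5 in bins of 1 Mb along the autosomes, with 1 line per mouse and the genotypes separated by the black line. The color scale gives the log2 ratio.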

Interestingly, both genotypes showed distinct chromosomal abnormalities with gain or loss of genetic regions. 

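Loss of the tumor suppressors *Trp53*, *Cdkn2a* and *Smad4* frees cells from growth arrest, *Rnf43* restrains WNT signaling, and *Arid1a* encodes a subunit of a chromatin remodeling complex. A lost segment covered *Arid1a* in 3 of 5 KRAS G12D and 1 of 5 KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice. Gained segments covered *Cdkn2a* in 1 and 4 mice and *Smad4* in 1 and 0 mice. No segment was called at *Trp53* or *Rnf43*. In the deposited log2 ratios, lost segments covered *Trp53* in 2 and 1 mice, *Cdkn2a* in 1 and 0, *Smad4* in 1 and 1, *Rnf43* in 2 and 0 and *Arid1a* in 3 and 3. None of these 5 genes was gained there. Over the probes from 500 kb before to 500 kb after the gene, the mean log2 ratio at *Trp53* was -0.22 ± 0.12 (SD, n = 5) in KRAS G12D mice and -0.28 ± 0.16 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice. It was 0.12 ± 0.19 and 0.28 ± 0.10 at *Cdkn2a* and -0.15 ± 0.19 and -0.20 ± 0.08 at *Smad4*. At *Rnf43* it was -0.05 ± 0.10 and 0.02 ± 0.14, and at *Arid1a* -0.17 ± 0.17 and -0.20 ± 0.17. The deposited log2 ratios gave -0.16 ± 0.26 and -0.23 ± 0.16 at *Trp53* and 0.05 ± 0.28 and 0.19 ± 0.05 at *Cdkn2a*. There, *Smad4* lay at -0.21 ± 0.16 and -0.30 ± 0.14, *Rnf43* at -0.17 ± 0.16 and -0.15 ± 0.14 and *Arid1a* at -0.37 ± 0.32 and -0.37 ± 0.19. Genes for the repair of DNA breaks were called as well: *Nbn* was gained in 1 KRAS G12D and 4 KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice, *Brca2* and *Chek2* were lost in 2 and 1 mice each, and *Rad51* was gained in 2 and 0. The *Rad51* calls came from the long segments on chromosome 2, while the probes around the gene had means of -0.13 and -0.015 in these 2 KRAS G12D mice. Probes around *Brca2* likewise had means of only -0.0056 and -0.17 in the 2 KRAS G12D mice called lost, and of 0.09 in the KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mouse called lost. For the gains called in 1 KRAS G12D mouse each, the means were 0.05 at *Smad4* and 0.0046 at *Nbn*. Of the remaining genes of Fig. 3j, the splicing factor gene *Sf3b1* was gained in 0 and 1 mice and the kinase gene *Prkd2* lost in 1 and 0. *Brca1*, *Gnas*, *Rad51c*, *Tgfbr2* and *Nf1* carried no call. In the deposited log2 ratios, lost segments covered *Gnas*, *Chek2* and *Prkd2* in 3 and 3 mice each, *Brca2* in 2 and 3 and *Brca1* in 2 and 1. *Rad51c*, *Tgfbr2* and *Nf1* were lost there in 2 and 0 mice each and *Rad51* in 1 and 1, while *Nbn* was gained in 1 and 1 and *Sf3b1* in 1 and 0. All 16 genes together carried 13 calls in KRAS G12D and 12 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice, against 31 and 20 in the deposited log2 ratios. These calls are not separate events. *Cdkn2a* and *Nbn* lay in the same gained segment of chromosome 4 in each called mouse except KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mouse 5. *Brca2* and *Chek2* shared 1 lost segment of chromosome 5 in each called mouse. With 1 mouse of the genotype left out, the counts of 13 and 12 ran from 6 to 13 and from 6 to 12. None of the 16 genes differed between the genotypes in limma, adjusted over the list alone or over all genes, and 2 had an unadjusted p under 0.05. At *Nbn* the difference was 0.27 (limma, standard error 0.10, adjusted p = 0.171 over the list), and 0.00 in the deposited log2 ratios. At *Gnas*, which encodes a stimulatory G protein subunit, it was -0.28 (limma, standard error 0.12, adjusted p = 0.264 over the list), and -0.03 in the deposited log2 ratios. The difference at *Rad51* was -0.16 (standard error 0.09) in Cy3 over Cy5 and -0.27 (standard error 0.09) in the deposited log2 ratios, where limma gave an adjusted p = 0.199 over the list. Of the 47 probes in the window of *Rad51*, 5 were among the 30 that passed singly in the deposited log2 ratios. The difference is therefore not shown to lie at *Rad51* itself.

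**Figure D4:**
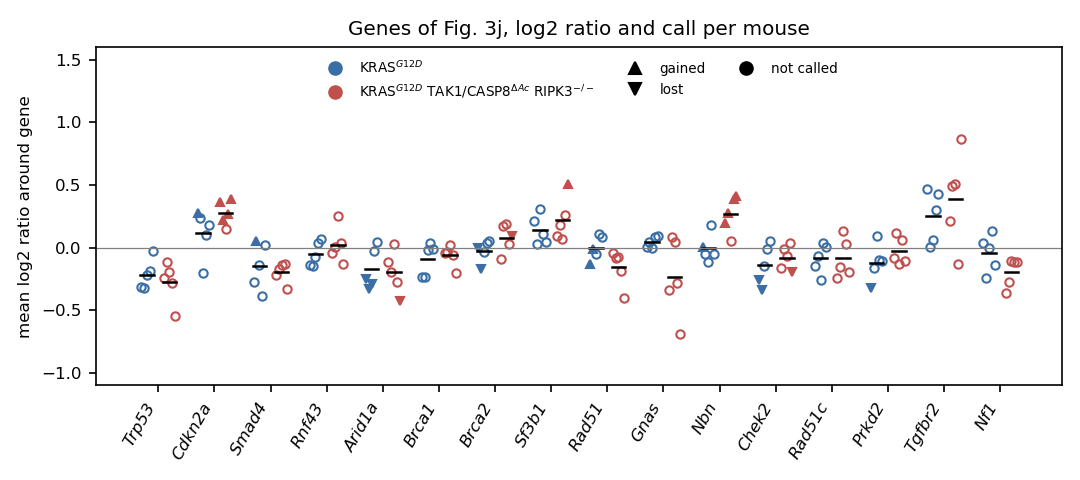
Mean log2 ratio of Cy3 over Cy5 of each mouse over the probes within 500 kb of the 16 genes of Fig. 3j. The marker shape gives the call of the segment that covers the gene.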

Further analysis of these chromosomal regions showed they indeed contained genes known to be involved in the pathogenesis of human PDAC^30^, such as *Trp53*, *Cdkn2a*, *Smad4*, *Rnf43* and *Arid1a* (Fig. 3j). However, we did not observe a consistent pattern of chromosomal/gene alterations in the majority of samples/tumors between KRAS^G12D^ single transgenic mice and KRAS^G12D^ TAK1/CASP8^ΔAc^ RIPK3^-/-^ mice (Fig. 3i, j), arguing against the hypothesis that TAK1 deficiency mediated late stages of tumor promotion through changes in chromosomal stability.

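Some chromosome regions were gained or lost in most mice of a genotype. In KRAS G12D mice, 121 of 1985 bins were gained (67) or lost (54) in at least 3 of 5 mice. In KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice these were 258 bins (236 gained, 22 lost), and none was recurrent in the same direction in both genotypes. In KRAS G12D mice 0 bins were called the same way in 4 of 5 mice, so that each of the 121 was called in 3 mice only. With the rule of 3 mice kept, leaving out a called mouse therefore removes the bin. Without KRAS G12D mouse 1 or 3 the 121 fell to 0 and without mouse 2 to 3, a fall that this rule sets. The 258 fell to 97 without KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mouse 4 and to 104 and 105 without mice 1 and 5. With each array centered on its mode, 141 bins recurred in KRAS G12D mice (0 gained) and 310 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice (12 gained, 298 lost), and 132 of them were lost in both. In the deposited log2 ratios it was 249 (29 gained, 220 lost) and 410 (127 gained, 283 lost) of 2054 bins, and 190 were lost in both. Averaged over the 10 mice, the deposited log2 ratios of bins fell with gene density (r = -0.579), so that these 190 are not shown to be deletions. In the number of mice with a call, 0 bins of Cy3 over Cy5 had an unadjusted p under 0.05 between the genotypes (2-sided Fisher exact test, smallest p = 0.167 for gains and 0.206 for losses). There was 1 such bin in the deposited log2 ratios, at 148000001 to 149000000 on chromosome 6, gained in 0 KRAS G12D and 4 KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice (2-sided Fisher exact test, p = 0.0476) and named after its values were seen. With 5 mice per genotype this test cannot give a p under 0.00794 and passes adjustment only where very many bins reach that value. No run called in at least 4 of 5 mice could come from KRAS G12D mice, since 0 of their bins reached 4 mice. Their mice 4 and 5 had only 1.52% and 0.0110% of probes in called segments. The 10 longest such runs thus all came from KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice, and 6 of them lay on chromosome 4 as gains. There the mean log2 ratio in KRAS G12D and KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice was 0.12 ± 0.15 (SD) and 0.30 ± 0.11 at 3000001 to 26000000 and 0.16 ± 0.14 and 0.26 ± 0.12 at 32000001 to 37000000. At 49000001 to 60000000 it was 0.11 ± 0.12 and 0.30 ± 0.05, and at 66000001 to 75000000 it was 0.32 ± 0.27 and 0.48 ± 0.09. At 79000001 to 90000000, around *Cdkn2a*, it was 0.15 ± 0.16 and 0.36 ± 0.03, and at 92000001 to 107000000 it was 0.11 ± 0.10 and 0.28 ± 0.09. Chromosome 17 was gained at 3000001 to 18000000 (0.12 ± 0.04 and 0.15 ± 0.03) and, in 5 KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice, at 20000001 to 23000000 (0.39 ± 0.27 and 0.62 ± 0.19). It was lost at 24000001 to 30000000 (-0.31 ± 0.21 and -0.35 ± 0.13), and chromosome 19 at 3000001 to 9000000 (-0.18 ± 0.10 and -0.28 ± 0.13). None of the longest runs was a gain with each array centered on its mode or in the deposited log2 ratios, so that the gains on chromosome 4 depend on the source and on where 0 is set. All 7 runs centered on the mode and all 10 in the deposited log2 ratios were losses. Chromosome 17 was lost there at 23000001 to 37000000 (-0.30 ± 0.23 and -0.39 ± 0.12) and at 23000001 to 36000000 (-0.28 ± 0.24 and -0.34 ± 0.17), and 1 run of the deposited log2 ratios came from KRAS G12D mice, on chromosome 11 at 117000001 to 122000000.

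**Figure D5:**
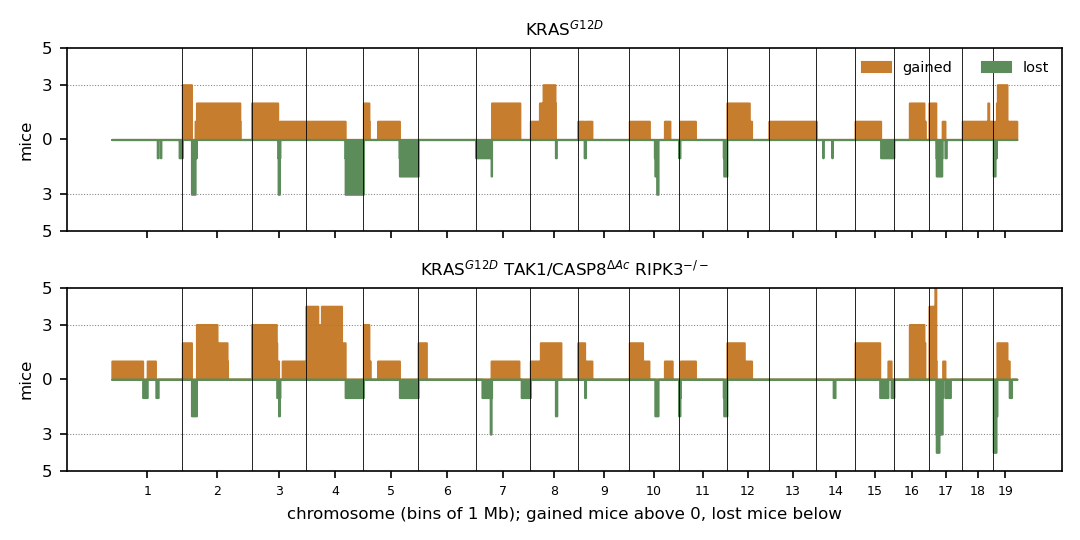
Number of mice per genotype (of 5) with a gained or a lost call in each bin of 1 Mb along the autosomes. Dotted lines mark 3 mice.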

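Genes of PDAC, cell death, NF-κB and genome stability lay in segments called in at least 3 mice of a genotype, while none of them passed between the genotypes in limma. *Map3k7* itself lay in a gained segment in 1 KRAS G12D and 4 KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice, and *Tgfbr1*, a TGF-β receptor gene, in 1 and 3. In KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice 1, 2 and 4, the segment over *Map3k7* was the long one of chromosome 4 that also covered *Cdkn2a* and *Nbn*. *Ptf1a*, the acinar transcription factor gene that drives the Cre, the phosphatase gene *Pten*, the apoptosis protease gene *Casp3* and the death receptor gene *Fas* were each gained in 3 and 2 mice. The probes around *Ptf1a* itself had means of -0.19 ± 0.09 (SD, n = 5) and -0.06 ± 0.18, opposite in sign to the call, and the deposited log2 ratios gave no call there. The cell cycle kinase gene *Cdk6* and the activin receptor gene *Acvr2a* were each gained in 2 and 3. The NF-κB gene *Rela*, the stress kinase gene *Mapk14*, the apoptosis gene *Bak1* and the cell cycle inhibitor gene *Cdkn1a* were each lost in 2 KRAS G12D and 4 KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice. Losses also covered the apoptosis genes *Bax* in 1 and 3 and *Casp9* in 3 and 1 mice and the cytokine gene *Tnf* in 2 and 3. The kinase gene *Stk11* and the TNF receptor adaptor gene *Traf2* were each lost in 3 and 2. The deposited log2 ratios placed *Rela*, *Mapk14*, *Bak1*, *Cdkn1a*, *Tnf* and *Traf2* in lost segments in 3 KRAS G12D and 5 KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice each. They placed *Map3k7* in gained segments in 1 and 1 mice, *Pten*, *Fas* and *Acvr2a* in 1 and 0 and *Casp3* in 3 and 0, and *Tgfbr1* in lost segments in 1 and 1. Averaged over the 10 mice, the deposited log2 ratios of bins fell with gene density (r = -0.579) and with probe GC content (r = -0.443). The lost calls in the deposited log2 ratios are therefore not shown to be losses of copy number. Across the autosomes, none of 1985 bins passed between KRAS G12D and KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice in limma (107 at an unadjusted p under 0.05, smallest adjusted p = 0.796). With the spread of Cy3 over Cy5, limma missed many differences planted in simulated bins, so that not passing does not show equal copy number. An exact permutation test per bin had 99 at an unadjusted p under 0.05, but with a smallest possible p of 0.00794 it passes adjustment only where very many bins reach that value. None of 20149 genes passed in limma (894 unadjusted, smallest adjusted p = 0.714), and none of 45850 probes (2158 unadjusted, smallest adjusted p = 0.0676). In the deposited log2 ratios, limma passed 11 probes that were higher and 19 that were lower in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice (2228 unadjusted), with 0 bins (50 unadjusted) and 0 genes (278 unadjusted). With 1 mouse left out, 15 to 33 probes passed there, and with the replicate number as a block 1 higher and 8 lower. Of 110 genes in 7 lists, none passed in limma, adjusted over all genes or over its list alone. At an unadjusted p under 0.05 were 2 of 16 genes of Fig. 3j, 0 of 5 engineered genes, 0 of 28 other PDAC genes and 1 of 23 cell death genes (*Casp3*). The same held for 1 of 18 NF-κB and TAK1 genes (*Tnfaip3*), 1 of 25 genome stability genes (*Nbn*) and 1 of 6 lymphocyte receptor loci (*Tcrg*). No list passed as a whole (fry in limma, adjusted p = 0.905 for each list, mixed adjusted p = 0.612 to 0.890). By camera in limma, the adjusted p ran from 0.617 to 0.832 with a preset correlation between genes and was 0.902 for each list with an estimated one. Profiles over the 1985 bins correlated at 0.303 on average between KRAS G12D mice, 0.538 between KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice and 0.413 between the genotypes. The excess within genotypes of 0.00729 had a p of 0.286 (permutation test over all 126 splits). The paper found no consistent pattern between the genotypes in most samples, and from this argues against the hypothesis that TAK1 deficiency acts in the late stages of tumor promotion by way of changes in chromosomal stability.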

Collectively, these data suggest that TAK1 inhibition prevents KRAS-driven PDAC development through the simultaneous induction of apoptosis and necroptosis during the early steps of ADM and PanIN formation in vivo. Moreover, the fact that only the combined inhibition of apoptosis and necroptosis re-established ADM formation following *Tak1* ablation underlines the plasticity existing in pancreatic duct cells regarding the choice of PCD pathway activation.

### TAK1 inhibition sensitizes PDAC patient-derived organoids to PCD

Our findings showed that TAK1 defines a decision point between cell survival and PCD during acinar-to-ductal transdifferentiation, suggesting that TAK1 could be a promising pharmacological target in a chemopreventive setting^31^. However, given that PDAC is often diagnosed at an advanced stage, the selective action on KRAS^G12D^-expressing transdifferentiated ductal-like but not on acinar cells suggests that TAK1 inhibition could also be an effective anti-tumor strategy at late stages of PDAC development. To test this hypothesis, we first treated three human PDAC cell lines with different KRAS mutational status (BxPC3^KRAS-WT^, HPAC^KRAS-G12D^ and MIA-PaCa-2^KRAS-G12C^) with 10 μM 5Z-7-Oxozeaenol, a concentration that was previously effective in killing murine transdifferentiated ductal cells leading to disintegration of the 3D duct-like structures (see Fig. 2d, e; Supplementary Fig. 2g). The efficiency of TAK1 inhibition was confirmed by qRT-PCR assessment of the expression of the NF-κB target genes *A20* and *I*κ*Bα* upon TNF stimulation, which was fully impaired in all cell lines (Supplementary Fig. 5a–c). Of note, treatment of the cells with 10 μM 5Z-7-Oxozeaenol for 48 h only led to a marginal cell death induction in all three PDAC cell lines (Supplementary Fig. 5d–f). However, combined treatment of the cells with 20 ng/ml TNF and 2 µM 5Z-7-Oxozeaenol induced significantly stronger cell death no matter whether the cells were bearing WT or mutant KRAS (Supplementary Fig. 5d–f). These results suggested that human PDAC cell lines, independent of their KRAS status, are rather resistant to TAK1 inhibition alone even at a relatively high concentration likely due to the increased mutational burden accumulated over the years.

We next performed pharmacological TAK1 inhibition experiments on patient-derived organoids (PDOs), a model system that more closely mimics the biological characteristics of the primary tumors^32,33^. To this end, we used PDOs isolated from three distinct PDAC patient donors (Supplementary Table 2)^34^ and cultured them on floating 3D collagen matrices (Fig. 4a). Strikingly, incubation of all three PDO cultures with 5Z-7-Oxozeaenol led to their disintegration in a concentration- and time-dependent manner, indicating that similar to HPDEs, PDOs were more sensitive to TAK1 pharmacological inhibition as a single treatment compared to the three PDAC cell lines (Fig. 4b). Additionally, we confirmed that TAK1 inhibition in these PDOs induced apoptosis, as assessed by H&E staining and cleaved CASP3 immunostaining, and this was associated with a marked reduction in the cell proliferation marker Ki-67 (Fig. 4c). Together, these data show that TAK1 inhibitors could also be effective inducers of cell death in organoids established from freshly-isolated samples of patients with advanced PDAC.

**Fig. 4:**
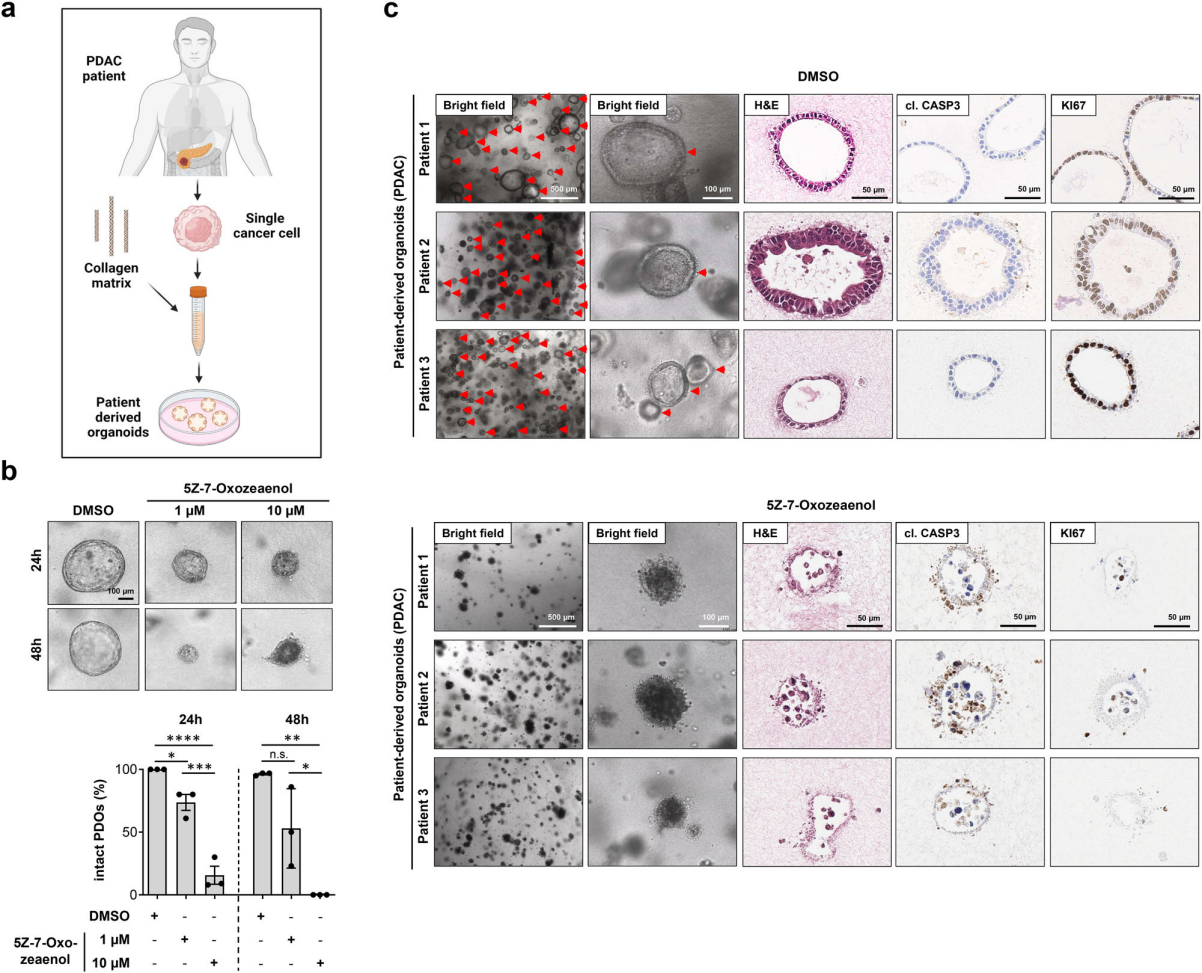
Pharmacological TAK1 inhibition induces PCD in PDAC patient-derived tumor organoids. **a** Schematic view of the generation of PDAC patient-derived tumor organoids (PDOs) from patient biopsies^70^. **b** Representative examples and quantification of intact PDOs after being established in collagen matrix cultures for 7 days and treated with DMSO (solvent) or 5Z-7-Oxozeaenol (1 µM or 10 µM) for additional 24 h and 48 h is indicated (% over the total PDOs examined). A total of *n *= 21, *n *= 23 and *n *= 33 PDOs (24 h) and *n *= 108, *n *= 90 and *n *= 97 PDOs (48 h) treated with DSMO,1 µM 5Z-7-Oxozeaenol and 10 µM 5Z-7-Oxozeaenol were analyzed, respectively. Results are expressed as mea*n *± SEM. The experiment was done with PDOs established from the same three patients for all treatments (*n *= 3). *P* value was calculated by ordinary one-way ANOVA (two-tailed) with Tukey’s multiple-comparisons test with n.s. = not significant, *p = 0.0346 (24 h), ****p < 0.0001 (24 h), ***p = 0.0008 (24 h), **p = 0.0016 (48 h), *p = 0.0278 (48 h). **c** Representative images of PDOs established from three different patients as in b, treated with DMSO (solvent) or 5Z-7-Oxozeaenol (10 µM) for 6 days with media changes every 48 h, and visualized by bright-field microscopy and after H&E staining and Ki67 and cl. CASP3 IHC, are shown (*n *= 3). Intact duct-like hollow structures are highlighted with red arrowheads. Source data are provided in the Source Data file.

### Inhibition of TAK1 does not result in a pro-inflammatory immune response

Specific immunological responses can promote or inhibit tumorigenesis depending on the experimental context. RIPK3 was shown to inhibit T cell infiltration by inducing an immune-suppressive microenvironment in KRAS-driven PDAC mouse model^27^, while our in vivo data rather suggested that activation of the necrosome inhibited PDAC development. To investigate whether a possible immunoregulatory effect of TAK1 inhibition could explain this discrepancy, we generated tumor spheroids (containing a mix of tumor and immune cells) derived from another PDAC patient and treated them with DMSO or 5Z-7-Oxozeaenol for 24 h (Fig. 5a, Supplementary Table 3). Similar to our results in PDOs, TAK1 inhibition significantly impaired spheroid cell viability (Fig. 5b). To assess the activation state of the immune cells, CD45^+^ leukocytes were isolated from the DMSO- or 5Z-7-Oxozeaenol-treated tumor spheroids and analyzed by scRNA-Seq applying the SORT-seq technology^35^ (Fig. 5a, Supplementary Fig. 6). Cell clustering was based on similar transcriptome profiles and revealed three clusters of activated CD3^+^, CD8^+^ and CD44^+^ cytotoxic T cells (Fig. 5c–f; Supplementary Table 4). In contrast, CD4^+^ T helper cells, CD14^+^ monocytes, CD68^+^ macrophages, and FOXP3^+^ Tregs could not be detected (Supplementary Fig. 7a; Supplementary Table 4). Out of the three identified T cell clusters, only cluster 1 showed significant transcriptomic changes as a result of TAK1 inhibitor treatment (Supplementary Data 1). Gene set enrichment analysis (GSEA) of the differentially expressed genes revealed that 5Z-7-Oxozeaenol significantly suppressed key pathways associated with cellular immune responses, such as cytokine and interferon signaling and immune receptor activity, while it led to increased expression of markers involved in cellular response to stress (Fig. 5g, h; Supplementary Fig. 7b; Supplementary Data 1). These data suggest that TAK1 inhibition did not induce strong adaptive immune responses, despite inducing the death of tumor cells in PDAC-derived spheroids. Considering that TAK1 is essential for NF-κB activation, the immunologically silent death of TAK1-inhibited spheroids could reflect the impaired production and release of pro-inflammatory cytokines from dying cancer cells, but it could also be the result of an impairment of T cell activation that is required for their proinflammatory response.

**Fig. 5:**
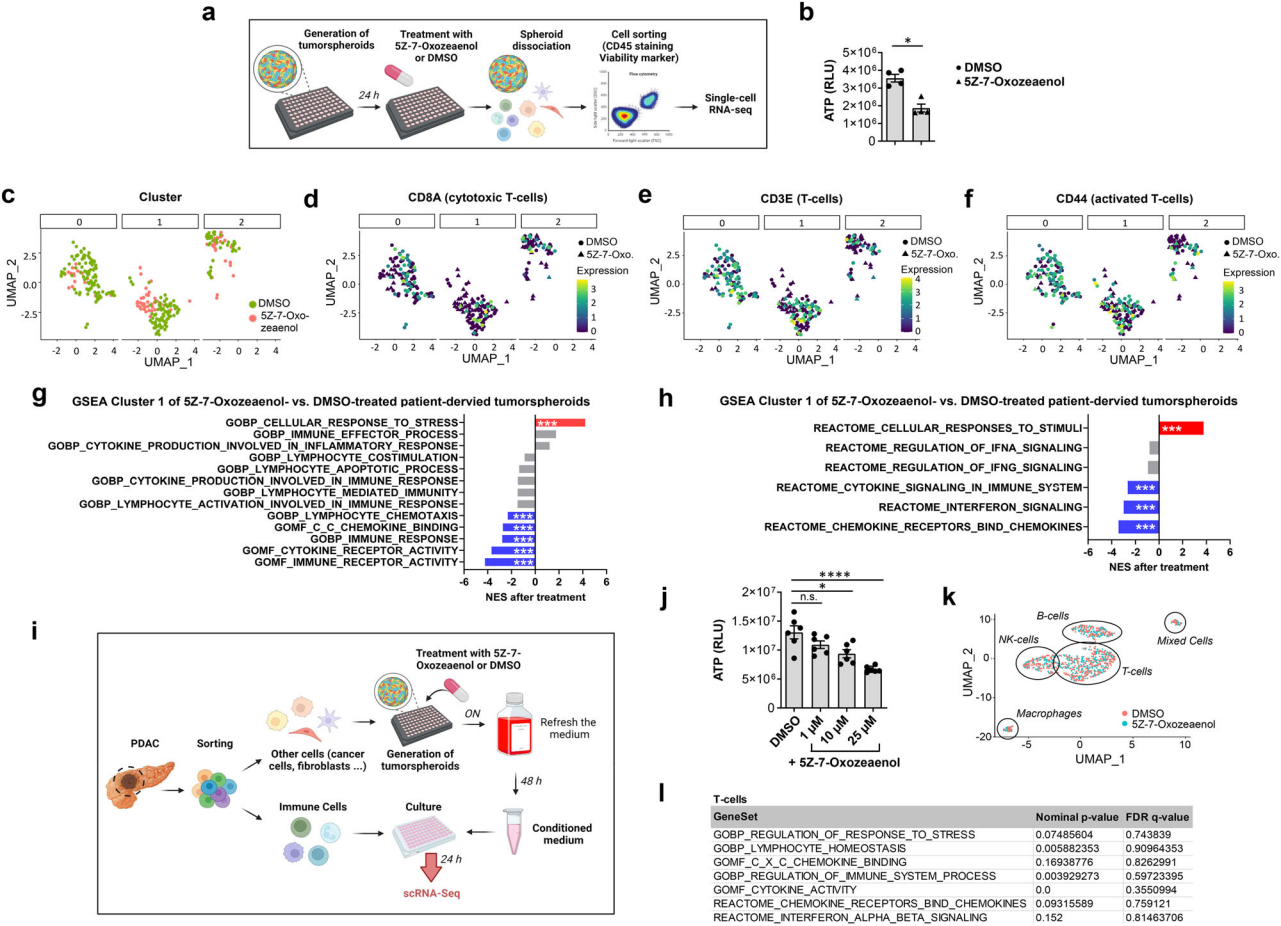
TAK1 inhibition does not cause a pro-inflammatory immune response. **a** Experimental approach to assess the immune response elicited by ubiquitous TAK1 inhibition on tumor spheroids generated by isolation of total cell populations from tumor tissue of one PDAC-patient^71^. **b** Cell viability assay of PDAC-derived tumor spheroids (*n *= 4 per condition) treated with DMSO or 5Z-7-Oxozeaenol (25 µM) for 72 h. Results are expressed as mea*n *± SEM. *P* value was calculated by Mann–Whitney U test (two-tailed), *p = 0.0286. **c** *UMAP* of single-cell transcriptomes showing DMSO and 5Z-7-Oxozeaenol-treated immune cells (DMSO: *n *= 208; 5Z-7-Oxozeaenol: *n *= 78). **d**–**f** *UMAP* of CD8^+^ (DMSO: *n *= 67; 5Z-7-Oxozeaenol: *n *= 7), CD3E^+^ (DMSO: *n *= 117; 5Z-7-Oxozeaenol: *n *= 22) and CD44^+^ (DMSO: *n *= 122; 5Z-7-Oxozeaenol: *n *= 23) T-cells, isolated from PDAC-derived tumor spheroids, indicating T-cells as the main cell population. Color bar indicates log2-normalized expression. **g**, **h** Gene Set Enrichment Analysis (GSEA) in cluster 1 of T-cells isolated from DMSO vs. 5Z-7-Oxozeaenol-treated PDAC patient-derived tumor spheroids. Normalized enrichment score (NES) of significantly enriched (red), suppressed (blue) or non-significantly regulated (gray) (FDR > 0.05) pathways after 5Z-7-Oxozeaenol treatment (***FDR q  <  0.001) are presented. **i** Experimental approach to assess the immune response elicited upon TAK1 inhibition on CD45^+^ cell-depleted tumor spheroids generated by isolation and in vitro reconstitution from tumor tissue of one PDAC-patient^72^. **j** Cell viability assay of PDAC-derived tumor spheroids (*n *= 6 per condition) treated with DMSO or 5Z-7-Oxozeaenol (1 µM, 10 µM and 25 µM) for 72 h. Results are expressed as mea*n *± SEM. *P* value was calculated by ordinary one-way ANOVA (two-tailed) with Tukey’s multiple-comparisons test with n.s. = not significant, *p = 0.0114, ****p < 0.0001. **k** *UMAP* of single-cell transcriptomes of PDAC-derived immune cells subjected with the supernatant of DMSO- or 5Z-7-Oxozeaenol (25 µM)-treated tumor spheroids (DMSO: *n *= 529; 5Z-7-Oxozeaenol: *n *= 427). **l** GSEA of PDAC-derived T-cells incubated with the conditioned medium from DMSO- or 5Z-7-Oxozeaenol-treated tumor spheroids. NES was non-significantly altered (FDR > 0.05) in all pathways that were affected after 5Z-7-Oxozeaenol treatment in g-h. Source data are provided in the Source Data file.

To avoid the concomitant pharmacological inhibition of TAK1 in immune cells, an additional experiment was carried out in which the CD45^+^ immune cells were first separated from the remaining cells (e.g. cancer cells, fibroblasts, etc.) (Fig. 5i, Supplementary Fig. 8, Supplementary Table 5). The immune cell-depleted spheroids were then treated overnight with 5Z-7-Oxozeaenol or DMSO, followed by removal of the inhibitor and culture in 5Z-7-Oxozeaenol-free medium for 48 h to obtain a conditioned medium containing factors released by the dying cancer cells. The conditioned medium was used to stimulate the sorted immune cells, which were subsequently processed for scRNA-Seq analysis (Fig. 5i, Supplementary Fig. 8). In line with the previous experimental setting, TAK1 inhibition strongly impaired the spheroid viability in a concentration-dependent manner (Fig. 5j). Based on their expression profiles, four distinct immune cell clusters could be detected (T cells, B cells, NK cells and macrophages) and the clustering was not affected by the treatment (Fig. 5k; Supplementary Fig. 9a, b). Interestingly, differential gene expression analysis showed no difference between the two treatment groups (Fig. 5l, Supplementary Fig. 9c, Supplementary Data 2). Accordingly, the pathways involved in inflammation and response to cellular stress that were differentially regulated in the GSEA analysis of the first experimental setup (Fig. 5g, h) were not significantly altered anymore (Fig. 5l, Supplementary Data 2), confirming that TAK1 inhibition in PDAC-derived spheroids did not elicit significant inflammatory responses.

## Discussion

PDAC is one of the most deadly cancers with lethality close to incidence. Therefore, understanding the mechanisms underlying pancreatic carcinogenesis is essential for the development of novel therapies^2^. Our present study (summarized in Fig. 6) revealed that upregulation of PCD regulators, namely the apoptotic caspases CASP8 and CASP3 and the necroptosis mediators RIPK3 and MLKL, are part of the transcriptional rewiring induced during acinar-to-ductal transdifferentiation process, a key step in KRAS-dependent carcinogenesis^4^. This upregulation of PCD mediators sensitizes transdifferentiated cells to both apoptosis and necroptosis, a feature that is counterbalanced by TAK1 kinase, which represents a promising target to induce the elimination of premalignant as well as cancer cells.

**Fig. 6:**
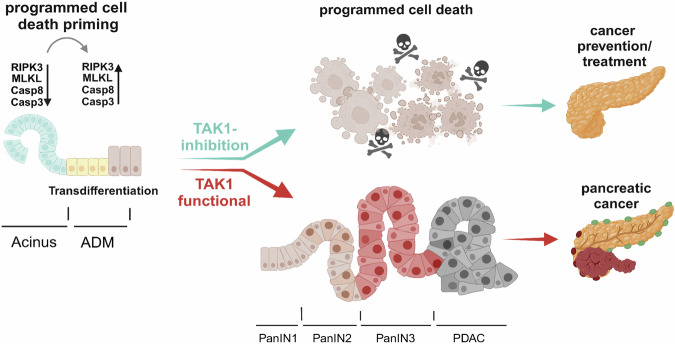
Proposed model on the role of TAK1 inhibition in KRAS-driven ADM and PDAC development. KRAS-dependent, and likely KRAS-independent, ADM induction leads to upregulated expression of PCD mediating molecules. Through its NF-κB-independent prosurvival functions, TAK1 prevents elimination of the PCD-primed transdifferentiated ductal cells, thereby enabling PanIN formation and PDAC development. In contrast, TAK1 deficiency/inhibition impairs cell survival during ADM and prevents PanIN establishment and progression to PDAC^73^.

TAK1 is activated by several inflammatory and stress-related pathways and has cytoprotective and pro-inflammatory functions. For instance, TAK1 activates canonical NF-κB signaling through phosphorylation and activation of IKKβ^10^. In addition, TAK1 suppresses RIPK1 kinase activity-dependent cell death via distinct inhibitory phosphorylation steps at multiple RIPK1 serine residues, which are catalyzed by the TAK1 targets mitogen-activated kinase 2 (MK-2)^36^ and IKKα/IKKβ^37,38^. Our in vivo data showing that NF-κB inhibition through *Rela* ablation did not phenocopy the anti-tumorigenic effect of *Tak1* ablation, and even slightly enhanced PDAC development, demonstrated that TAK1 promotes pancreatic tumorigenesis in an NF-κB-independent way. On the contrary, the use of TAK1 and RIPK1 kinase inhibitors in our in vitro experiments suggested that the lack of TAK1-mediated negative regulation on RIPK1 kinase activity was primarily responsible for PCD induction during ADM and likely prevented cancer development in KRAS^G12D^ TAK1^ΔAC^ mice. This mechanism was further supported by the reversal of the anti-PDAC effect by the combined inhibition of CASP8-mediated apoptosis and RIPK3-dependent necroptosis in these mice. The TAK1 paradigm could also provide a possible explanation for the previously described opposite effects of deleting the IKK subunit *Ikkb*^39^ versus the NF-κB subunit *Rela*^21^ in KRAS-driven PDAC development.

Activation of RAS signaling is found in up to 90% of human PDAC^3^. It could be therefore clinically relevant to underline that the effects we observed in mice, 3D mouse pancreatic organoid cultures, and human PDAC organoids and spheroids upon genetic or pharmacological TAK1 inhibition were all obtained in the context of KRAS-driven transdifferentiation and PDAC development. Interestingly, the upregulated expression of cell death genes during the in vitro transdifferentiation of acinar to ductal cells was not affected by MRTX1133, a selective KRAS^G12D^ inhibitor that has recently shown promising anti-tumor efficacy in PDAC preclinical mouse models^24^ and has entered clinical trials in patients with advanced solid tumors (NCT05737706). Despite not regulating the expression of cell death mediators, MRTX1133 was effective in inhibiting duct-like structure formation. Constitutive activation of KRAS is known to lead to irreversible pancreatic ADM, but this process is also regulated by multiple other signaling pathways, including Notch, Hedgehog, Wnt, EGFR, NF-κB, and TGFβ^4,6^. Although MRTX1133 does inhibit MEK/ERK and PI3K/AKT/mTOR activation downstream of KRAS^G12D^^23^, it remains unclear to what extent it affects other pathways involved in ADM. Our results suggest that the elevated expression of PCD-associated molecules in the in vitro ADM assay is independent of MRTX1133 and putatively RAS activation, although an incomplete KRAS^G12D^ inactivation by the inhibitor could not be formally excluded. This is consistent with our data showing that the KRAS mutational status in immortalized HPDEs and PDAC cancer cell lines was not associated with consistent differences regarding their sensitivity to cell death upon TAK1 inhibition with or without TNF. Instead, we propose that this PCD priming is a common event during the dedifferentiation of acinar cells and their transdifferentiation to duct-like progenitor cells independent of the underlying signaling event(s) driving this process. The role of TAK1 in transdifferentiated ductal cells is to act as a rheostat: when it is functional, it promotes survival of the primed cells and their progression to PanINs and PDAC, while when it is inactivated, it promotes RIPK1-dependent PCD, most probably triggered by molecules that are present during ADM, such as TNF or TGFβ (Fig. 6).

The transcription factor Sp1 and the epigenetic regulator UHRF1, which have both been involved in the transcriptional control of RIPK3^40^, are overexpressed in PDAC patient samples and pancreatic cancer cell lines^41,42^, suggesting that they could also be implicated in the regulation of cell death mediators during transdifferentiation. Additionally, the presence of multiple NF-κB and STAT binding sites in the promoter sequences of the upregulated genes suggests that NF-κB and/or IL-6/STAT3 pathways could be involved. Interestingly, RIPK3 upregulation appears to be a general phenomenon associated with ductal differentiation in the hepatobiliary and intestinal tract, as we and others have shown that cholangiocytes express much higher RIPK3 levels than hepatocytes, thereby being susceptible to necroptosis induction^12,14^. This process may reflect the fact that pancreatic and hepatic ductal cells, similar to intestinal epithelial cells that also express high levels of RIPK3^43^, are more likely to come into contact with microbes or microbial components, such as LPS, than parenchymal pancreatic acinar cells or hepatocytes.

Cell death induction in the course of inflammatory diseases and carcinogenesis can have opposing outcomes. Typically, tissue injury at an early stage can lead to persistent inflammation promoting cancer development, whereas in established tumors it mediates cancer cell elimination and anti-tumor immune responses. In addition, it is increasingly clear that not only PCD levels and modalities are important for the outcome, but also what is released by the dying cells, namely cytokines or damage-associated molecular patterns (DAMPs)^44^. Along this line, genetic induction of ferroptosis was shown to aggravate KRAS-driven PDAC in mice^45^, while it inhibited PDAC growth when induced after cancer establishment^46^. Our mouse genetic data showed that apoptosis and necroptosis appear to be additional PCD pathways influencing pancreatic carcinogenesis, although their induction at an early stage protected against PDAC development. Intriguingly, a study addressing the role of RIPK3 in KRAS^G12D^-mediated PDAC development showed that RIPK1/RIPK3 signaling promoted tumorigenesis despite inducing necroptosis. This pro-carcinogenic role of RIPK3 was attributed to a necroptosis-independent function that elicited macrophage-induced anti-tumor immune suppression through CXCL1/Mincled signaling^27^. On the basis of these data suggesting a pro-carcinogenic function of RIPK1/RIPK3 signaling, a clinical trial testing RIPK1 inhibitors in PDAC patients (ClinicalTrials.gov identifier: NCT03681951) was initiated but was discontinued at an early phase. A possible explanation for the opposing effect of PCD induction between our in vivo data and the aforementioned study^27^ could be the presence or absence of TAK1 kinase in transdifferentiated cells. As mentioned above, TAK1 is essential for NF-κB-mediated synthesis and release of cytokines and chemokines from living and dying cells. Indeed, a key determinant for the ability of apoptotic or necroptotic cancer cells for efficient cross-priming of CD8^+^ T cells was shown not to be their type of death but rather their competence for NF-κB–driven gene expression^47^. Accordingly, our group has recently shown that NF-κB inhibition promotes lethal necroptosis in the liver preventing cytokine release and protecting against hepatocellular carcinoma^48^. Similarly, our in vivo data presented here suggest that TAK1-deficient KRAS^G12D^-expressing transdifferentiated ductal cells likely die without releasing high levels of pro-inflammatory molecules, thereby undergoing an immunologically silent death. This was also reflected in our human spheroid experiments when tumor and immune cells were either treated simultaneously with the TAK1 inhibitor or when only the tumor cells were treated and the conditioned medium was used to activate the immune cells that were sorted out from the patient PDAC sample. In both experimental setups, scRNA-Seq analysis showed that pharmacological inhibition of TAK1 did not elicit significant immune responses (Fig. 5). A contribution of the NF-κB activating function of TAK1 could also explain the fact that KRAS^G12D^ TAK1/CASP8^ΔAC^ RIPK3^-/-^ mice developed PanIN lesions, which did not progress to advanced PDAC. Previous studies have also associated NF-κB activation at late stages of PDAC progression with regulating senescence or inflammation^21,39^.

In summary, our study suggests that inducing rather than preventing PCD through TAK1 inhibition could hold a great translational potential as an anti-cancer strategy for the prevention and treatment of PDAC. TAK1 inhibition could be applied to kill cells during the initial acinar-to-ductal transdifferentiation process and prevent PanIN development before PDAC establishment. Considering the lack of effective screening and prevention approaches in PDAC^49^, this approach could be particularly appealing as an effective chemoprevention strategy in high-risk patients (e.g. chronic pancreatitis, genetic high-risk patients, etc^49,50^) and thereby reduce the incidence and subsequent mortality of PDAC. In addition, TAK1 inhibition effectively induced tumor cell death in already established PDAC cells. Importantly, the sensitization of pancreatic cells to apoptosis and necroptosis upon TAK1 inhibition was specific for KRAS-driven transdifferentiated cells, since KRAS^WT^ TAK1^ΔAC^ mice developed no gross pancreatic phenotype. This predicts that TAK1 inhibitors in a PDAC setting would preferentially target cells that have undergone ADM and oncogenic transformation, while they would spare the untransformed pancreatic cells. However, as systemic use of TAK1 inhibitors is likely to disturb homeostasis in other organs, the development of targeted delivery methods, for example using “smart nanoparticles^51,52^, could minimize the adverse effects. Finally, the fact that combined deletion/inhibition of TAK1 and Caspase-8 still blocked transdifferentiation and PDAC development though activation of necroptosis suggests that TAK1 inhibition could still be an effective anti-tumor therapy in PDACs that show a downregulation of the apoptosis machinery in addition to KRAS activation^53^. Altogether, our results demonstrate the potent tumor-suppressing effect of TAK1 inhibition and provide a rationale for conducting preclinical and clinical trials in the future.

## Methods

### Generation of genetically modified mouse models

LSL-KRAS^G12D/+^, Ptf1a-cre, Tak1^fl/fl^, Ripk3^-/-^, Casp8^fl/fl^ and RelA^fl/fl^ strains were interbreed to obtain LSL-KRAS^G12D/+^ Ptf1a-cre (termed KRAS^G12D^), LSL-KRAS^G12D/+^ Tak1^fl/fl^ Ptf1a-Cre (termed KRAS^G12D^ TAK1^ΔAc^), Tak1^fl/fl^ Ptf1a-Cre (termed TAK1^ΔAc^), LSL-KRAS^G12D/+^ Tak1^fl/fl^ Ripk3^-/-^ Ptf1a-Cre (termed KRAS^G12D^ TAK1^ΔAc^ RIPK3^-/-^), LSL-KRAS^G12D/+^ Tak1^fl/fl^ Casp8^fl/fl^ Ptf1a-Cre (termed KRAS^G12D^ TAK1/CASP8^ΔAc^), LSL-KRAS^G12D/+^ Tak1^fl/fl^ RIPK3^-/-^ Casp8^fl/fl^ Ptf1a-Cre (termed KRAS^G12D^ TAK1/CASP8^ΔAc^ RIPK3^-/-^), LSL-KRAS^G12D/+^ RelA^fl/fl^ Ptf1a-Cre (termed KRAS^G12D^ Rela^ΔAc^)^17,18,21,54–56^. Mice were bred on a mixed C57/BL6 - SV129Ola genetic background. In all experiments, littermates carrying the respective loxP-flanked alleles but lacking expression of Cre recombinase were used as wild-type (WT) controls. Age-, gender-, and equal average tumor volume-matched mice were randomly assigned to groups, based on their genotypes, and experiments were not blinded. Both male and female mice are included in all groups. A precalculation of the in vivo mouse sample sizes was performed and approved to ensure an optimal balance between the animal welfare guidelines and a reasonable sample number for the experiments. Sample sizes and mice age is indicated in the figure legends. All animal experiments were approved by the Federal Ministry for Nature, Environment and Consumers’ Protection of the state of North Rhine-Westphalia and were performed in accordance to the respective national, federal, and institutional regulations. The maximal permitted tumor size of ≥ 1.5 cm was not exceeded. Mice were housed in individually ventilated cages (IVC) with HEPA-filter from Tecniplast at 22 ± 2 °C, with a humidity of 55 ± 10%, and an air exchange rate of 75 times on a continuous 12 h light-dark cycle from 6 am to 6 pm.

### Human pancreatic tissue microarray (TMA)

Human pancreatic tissue samples were provided by the tissue bank of the National Center for Tumor Diseases Heidelberg (NCT, Heidelberg, Germany) in agreement with the regulations of the tissue bank and local Ethics Committee of the University of Heidelberg approval (no. 206/2005). The project conducted in accordance with the ethical standards laid down in the Declaration of Helsinki. Patients have given their informed consent without being paid. The gender of the participants was determined on the basis of self-reports. No gender was excluded. All patients received standard surgical resection. Paraffin embedded tissues were preprocessed by a pathologist after surgical resection and confirmed as PDAC prior to further investigation.

A tissue microarray (TMA) was generated with representative tumor areas (duplicates, core diameter 1 mm). The basic characteristics of the PDAC patient samples included in the TMA are shown in Supplementary Table 1.

### Isolation of murine primary pancreatic acinar cells, three-dimensional (3D) collagen matrix culture and two-dimensional (2D) cell culture, in vitro transdifferentiation, stimulation and quantification

The isolation of primary pancreatic acinar cells was performed using a rapid isolation protocol^22^ with some modifications. Five- to seven-week-old mice of both genders were sacrificed, the pancreas was harvested, chopped into small pieces and digested in a collagenase solution (1x HBSS (PAN-Biotech, cat no: P04-34500), 10 mM HEPES (Carl Roth; cat no: HN78.3), 400 U/mL Collagenase from *Clostridium histolyticum* (Sigma, cat no: C0130) and 0.25 mg/ml Trypsin inhibitor from soybean (Sigma, cat no: T6522)) for 20–30 min at 37 °C under 5% (v/v) CO_2_ atmosphere. During this time, a mechanical dissociation was performed every 5–7 min using serological pipettes of decreasing size (25, 10, and 5 ml). The digestion was stopped by adding cold buffered washing solution (1x HBSS (PAN-Biotech, cat no: P04-34500) containing 5% Fetal Bovine Serum (FBS, PAN-Biotech, cat no: P30-3033) and 10 mM HEPES (Carl Roth; cat no: HN78.3)) and cells were washed three times with 10 ml washing solution. The cell pellet was resuspended in culture medium (Waymouth’s MB752/1 medium (Gibco, cat no: 11220035) supplemented with 2.5% FBS (PAN-Biotech, cat no: P30-3033), 1% Penicillin-Streptomycin solution (PAN-Biotech, cat no: P06-07100), 1x Insulin-Transferrin-Selenium solution (ITS) (PAN-Biotech, cat no: P07-03210), 0.25 mg/ml Trypsin inhibitor from soybean (Sigma, cat no: T6522) +/- 25 ng/ml Epidermal Growth Factor (EGF, Gibco, cat no: AF-100-15)) and cell suspension was passed through 100 µm filter. The cell number was counted, and the cells were allowed to recover for about 3 h at 37 °C under 5% (v/v) CO_2_ atmosphere.

For 2D cell culture, the isolated primary acinar cells were transferred into type I collagen-coated (50 µg/µml, Merck Millipore, cat no: 08-115) in 0.02 M acetic acid (Carl Roth, cat no: 6755.1) 6-well culture dishes and cultured in the presence of EGF (Gibco, cat no: AF-100-15) at 37 °C under 5% (v/v) CO_2_ atmosphere. Once the acinar cells spread and lost their acinar morphology, the medium was replaced by medium without EGF (Gibco, cat no: AF-100-15), and the cells were stimulated with 100 ng/ml TNF (Peprotech, cat no: 315-01 A) for the indicated time points. For the time point labeled ‘0’, cells were cultured 1 h with culture medium without EGF (Gibco, cat no: AF-100-15) and TNF (Peprotech, cat no: 315-01 A).

For 3D collagen matrix cultures, 48-well culture dishes were coated with rat tail type I collagen (2.5 mg/ml, Merck Millipore, cat no: 08-115) in Waymouth’s MB752/1 medium (Gibco, cat no: 11220035). The cells that were resuspended in the culture medium without EGF (Gibco, cat no: AF-100-15) were then mixed with equal volumes of neutralized rat tail type I collagen (Merck Millipore, cat no: 08-115), plated on top of collagen-coated wells and incubated at 37 °C under 5% (v/v) CO_2_ atmosphere for about 30 min. After solidification, culture medium was added on top and refreshed on the next day. Inhibitors (5Z-7-Oxozeaenol (10 µM, Sigma, cat no: O9890-1MG), Z-VAD-*fmk* (25 µM, Merck Millipore, cat no: V116), Nec-1s (50 µM, Biovision, cat no. 2263-5) or TPCA-1 (10 µM, Tocris Bioscience, cat no: 2559)) or solvent (DMSO, Carl Roth, cat no. 7029.1) were added to the culture medium at the indicated time points. Z-VAD-*fmk* and Nec-1s were added 2 h before 5Z-7-Oxozeaenol. For bright field microscopy, cells and duct-like structures were imaged with a Leica DM IL LED microscope (Leica). The total amount of visible duct-like structures in 3D collagen matrices was counted for each condition per well.

### Primary KRAS^G12D^-expressing pancreatic acinar cell isolation and 3D collagen matrix culture in vitro for RNA isolation and LDH assay

Three 4-6-week-old KRAS^G12D^ mice of both genders were sacrificed, their pancreata were harvested, chopped into small pieces and digested twice with 1.2 mg/mL Collagenase from *Clostridium histolyticum* (Sigma, cat no: C0130) dissolved in McCoy’s 5 A medium (Gibco, cat no:16600082) containing 0.02% Trypsin inhibitor from soy bean (Sigma, cat no: T6522) and 0.1% BSA (Sigma, cat no. A9418) for 10 min each. Cells were passed through a 100 µm mesh and washed with McCoy’s 5 A medium medium (Gibco, cat no: 16600082) and spun down at 14x g. Afterwards, cells were recovered in culture medium (Waymouth’s MB752/1 medium (Gibco, cat no: 11220035) containing 0.1% BSA (Sigma, cat no. A9418), 0.1% FCS (Gibco, cat no: A5670701), 0.01% Trypsin inhibitor from soy bean (Sigma, cat no: T6522), 1x Insulin-Transferrin-Selenium (PAN-Biotech, cat no: P07-03210), 50 µg/mL Bovine Pituitary Extract (Gibco, cat no: 13028014), 10 mM HEPES (Carl Roth; cat no: HN78.3), 2.6 mg/mL NaHCO_3_ (Merck, cat no: 106329)) and incubated for 30-60 min at 37 °C. At the endpoint of the incubation, defined as time point ‘d0’, samples were collected for RNA isolation.

Isolated acinar cells were recovered in culture medium, mixed at a ratio of 1:1 with neutralized collagen I from rat tail (Corning, cat no: CLS354236) and plated on a solid layer of 2.5 mg/mL collagen I from rat tail (Corning, cat no: CLS354236) containing 10% 10x PBS (PAN-Biotech, cat no: P04-53500). After solidification, an additional layer of 2.5 mg/mL collagen and 10x PBS (PAN-Biotech, cat no: P04-53500) was added. Culture medium ±MRTX1133 (200 nM or 400 nM, MedChemExpress, cat no: HY-134813) was added on top of the three-layer culture system. On the next day (d1), the medium was refreshed. To determine the duct-like structure rate at day 3 (d3), all grape-like structures were counted as acini, while hollow, spherical structures were identified as ducts. The duct-like structure rate was calculated as the ratio of duct-like structures to the total number of identified structures according to the formula: duct-like structure rate (%) = duct-like structures/total number of identified structures *100. Cells for RNA isolation were collected at d3.

Cell death was estimated using an LDH release-based cytotoxicity assay (Roche, cat no: 11644793001) according to the manufacturer’s protocol. Supernatants were collected during the medium change on d1 and at the endpoint d3. Freshly isolated acinar cells (d0) lysed with 2% Triton X-100 (Sigma, cat no: X100) were used as the positive control (PC). Data were generated using i-control 2.0 (for infinite reader) software. The percentage of dead cells was calculated according to the following formula: Cell death = (Abs_sample_ – Abs_blank_)/ (Abs_PC_ -Abs_blank_).

### Cell lines and assessment of cell death by LDH assay

The human PDAC cell line BxPC-3 (KRAS^WT^, Sanger Cell Lines Project, cat no: COSS906693) was cultured in RPMI Medium 1640 (Gibco, cat no: 11875085) supplemented with 10% Fetal Bovine Serum Premium (PAN-Biotech, cat no: P30-1302), 1% Penicillin-Streptomycin solution (PAN-Biotech; cat no: P06-07100) and 2 mM L-Glutamine (PAN-Biotech, cat no: P04-80050). The human PDAC cell line HPAC (KRAS^G12D^, Sanger Cell Lines Project, cat no: COSS1298136) was cultured in DMEM/F-12 with 15 mM Hepes (Carl Roth; cat no: HN78.3) and Sodium bicarbonate without L-glutamine (Sigma, cat no: D6421) supplemented with 5% Fetal Bovine Serum Premium (PAN-Biotech, cat no: P30-1302) and 1% Penicillin-Streptomycin (PAN-Biotech, cat no: P06-07100). The human PDAC cell line MIA-PACA-2 (KRAS^G12C^, ATCC, cat no: CRL-1420) was cultured in DMEM (PAN-Biotech, cat no: P04-03590) supplemented with 2 mM L-Glutamine (PAN-Biotech, cat no: P04-80050), 10% Fetal Bovine Serum (PAN-Biotech, cat no: P30-3033) and 1% Penicillin-Streptomycin solution (PAN-Biotech, cat no: P06-07100). HPDE cells (generously provided by the laboratory of Dr. Anil K. Rustgi, New York, USA) were cultured in keratinocyte serum-free medium supplemented with bovine pituitary extract (Gibco, cat no: 13028014), EGF (Gibco, cat no: AF-100-15) and 1% Penicillin-Streptomycin solution (PAN-Biotech, cat no: P06-07100). For the expression of human KRAS^G12D^ or GFP under a Doxycycline-inducible promoter, the cells were transduced with pINDUCER lentiviral system^57^ followed by Hygromycin selection. To activate the promoter, HPDE cells were treated with doxycycline (400 ng/ml, Merck Millipore, cat no: D5207) for three days before further treatments were performed. For RNA isolation, cells were seeded in 12-well culture dishes, allowed to adhere overnight and treated with DMSO (Carl Roth, cat no: 7029.1) or 5Z-7-Oxozeaenol (10 µM, Sigma, cat no: O9890-1MG) for 1 h before human TNF (20 ng/ml, Merck Millipore, cat no: SRP3177) was added to the medium for another h. For the LDH-assay, cells were seeded in 48-well culture dishes, allowed to adhere overnight and treated with DMSO (Carl Roth, cat no: 7029.1), 5Z-7-Oxozeaenol (10 µM, Sigma, cat no: O9890-1MG), human TNF (20 ng/ml, Merck Millipore, cat no: SRP3177) or TNF (20 ng/ml, Merck Millipore, cat no: SRP3177)/5Z-7-Oxozeaenol (2 µM, Sigma, cat no: O9890-1MG) for 48 h.

Cell death was estimated using the LDH-based, CytoTox 96 cytotoxicity assay (Promega, cat no: G1781) according to the manufacturer’s protocol. LDH ratio (released vs. total LDH) was measured on samples of cell supernatant before and after cell lysis with 1% Triton X-100 (Sigma, cat no: X100) using i-control 2.0 (for infinite reader) software. The measurements were performed in duplicates in 3 independent experiments.

### RNA isolation and quantitative real-time polymerase chain reaction (qRT-PCR)

Total RNA from 2D culture of primary pancreatic acinar explants or human pancreatic cancer cell lines was isolated at the indicated time points using the NucleoSpin® RNA Plus kit (Macherey-Nagel, cat no: 740984.50) according to the manufacturer’s protocol. Total RNA from 3D collagen matrix culture of primary pancreatic acinar explants was isolated using Maxwell® 16 LEV simply RNA Tissue Kit (Promega, cat no: AS1280) and Maxwell® 16 Instrument (Promega, cat no: AS2000) following the manufacturer’s instructions. Freshly isolated acinar cells (d0) were directly lysed for RNA isolation, collagen-embedded acinar cells (d3) were first released from the collagen gel using 1.2 mg/mL Collagenase from *Clostridium histolyticum* (Sigma, cat no: C0130) in McCoy’s 5 A Medium medium (Gibco, cat no:16600082) containing 0.02% Trypsin inhibitor from soy bean (Sigma, cat no: T6522) and 0.1% BSA (Sigma, cat no. A9418) for 10 min. Afterwards, cells were pelleted at 14x g and lysed. cDNA was synthesized from total RNA using the RevertAid RT kit (Thermo Fisher, cat no: K1691) according to the manufacturer’s protocol. SYBR Green qPCR SuperMix (Invitrogen, cat no: 11760100) and ViiA 7 Real-Time PCR System (Applied Biosystems) were used for qPCR analysis (qRT-PCR primers sequences are shown in Supplementary Table 6). All qPCR reactions were performed in duplicates. Data were generated and analyzed using QuantStudio™ Real-Time Real-Time PCR v1.1 software. All values were normalized to the level of *β-actin* or *Sdha* mRNA, as indicated in the figure legends.

### Culture and stimulation of patient-derived organoids (PDOs)

All patients enrolled in the study gave consent prior to PDO generation based on the institutional review board (IRB) project-number 207/15 of the Technical University Munich. Experimental procedures involving human subjects were performed in agreement with the ethical principles for medical research, as defined by the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. Patients have given their informed consent without being paid. The gender of the participants was determined on the basis of self-reports. No gender was excluded. All patients received standard surgical resection or fine-needle biopsy. Paraffin-embedded tissues were preprocessed by a pathologist after surgical resection or fine-needle biopsy and confirmed as PDAC prior to further investigation. PDOs were isolated as previously described^33^ and cultured in floating collagen Type I matrices^58,59^. Briefly, a mixture of culture medium, cells, neutralizing solution (550 mM HEPES (Carl Roth, cat no: HN78.3) in 11x PBS) and collagen was incubated for 1 h at 37 °C until polymerization and the formation of a gel. Afterwards, 600 µL of media was added on top of the gel, which was loosen up with the help of a tip and let to float. For the first 72 h, the medium contained 3 mM Y-27632 (Biomol, cat no: Cay10005583), while after this time point, the medium was changed every 48 h. From day 7 onwards, PDOs were treated with 1 or 10 µM 5Z-7-Oxozeaenol (Sigma, cat no: O9890-1MG), while an equal volume of DMSO (Carl Roth, cat no: 7029.1) was added in the control gels. At day 9 of PDO development, organoids were fixed with 4% PFA (Alfa Aesar, cat no: J61899-AP) and further analyzed. The effect of 5Z-7-Oxozeaenol on PDOs was quantified using randomly captured pictures of living organoids at day 8 (24 h treatment) and fixed organoids at day 9 (48 h treatment). PDOs established from 3 different patients were analyzed. For bright field microscopy PDOs were imaged with a Leica DM IL LED microscope (Leica, Wetzlar, Germany) at 5x and 20x magnifications. The basic characteristics of the patient-derived organoid (PDO) lines are shown in Supplementary Table 2.

### Human subjects for PDAC-derived tumor spheroid and tumor tissue experiments

Human pancreatic tissues and serum were obtained from diseased patients undergoing surgery with informed consent from all patients for de-identified use at the Strasbourg University Hospitals, University of Strasbourg, France (DC-2016-2616 and RIPH2 LivMod IDRCB 2019-A00738-49, ClinicalTrial NCT04690972). The protocols were approved by the local Ethics Committee of the University of Strasbourg Hospitals ethical committee. All material was collected during a medical procedure strictly performed within the frame of the medical treatment of the patient. Informed consent is provided according to the Declaration of Helsinki. Detailed patient information and informed consent procedures are implemented by the Strasbourg University Hospital Biological Resources Center (HUS CRB). Patients were given an information sheet which outlines that their left-over biological material that was collected during their medical treatment is requested for research purposes. All patients received and signed an informed consent form without being paid (protocols DC-2016-2616 and RIPH2 LivMod IDRCB 2019-A00738-49 ClinicalTrial NCT04690972). The identity of the patients was protected by internal coding. Patient gender was determined on the basis of self-reports. No gender was excluded. The basic characteristics of the patient-derived spheroids are shown in Supplementary Table 3 and 5.

### Single-cell RNA-Seq on patient-derived tumor spheroids

Patient-derived tumor-spheroids were generated from patient adenocarcinoma pancreatic tissues undergoing surgical resection using a protocol published in ref. ^35^. Tissue was dissociated using gentleMACS™ Octo Dissociator with Heaters and Human tumor dissociation kit (Miltenyi Biotec, cat no: 130-095-929) following manufacturer’s instructions. Total cell populations including cancer cells, fibroblasts and immune cells was used to generate multicellular tumor-spheroids in Corning® 96-well Black/Clear Bottom Low Flange Ultra-Low Attachment Microplate (Corning). Cells were cultured in complete MammoCult™ Human Medium (Stemcell Technologies, cat no: 05620) supplemented with patient serum. After 24 h, tumor-spheroids were treated with 5Z-7-Oxozeaenol (25 µM, Sigma, cat no: O9890-1MG) or DMSO (Carl Roth, cat no: 7029.1) as a control overnight. Tumor-spheroids were harvested after treatment and dissociated using accutase. In total 76,652 cells were analyzed for DMSO control, and 78,467 cells for 5Z-7-Oxozeaenol-treatment. After cell washing using DPBS^-/-^, antibody cell receptors were blocked using FcR Blocking Reagent (Miltenyi Biotec, cat no: 130-059-901), and CD45^+^ cells were stained using CD45 Antibody, anti-human APC, REAfinity™ (1:50, Miltenyi Biotec, cat no: 130-110-633, clone: REA747, lot: 5220310224) or with the corresponding REA Control (S) APC antibody (1:50, Miltenyi Biotec, cat no: 130-110-434, clone: REA293, lot: 5220405741), according to manufacturer’s instruction. Living cells were selected using Zombie green (BioLegend, cat no: 423111) staining according to manufacturer’s instructions. CD45^+^ cells were enriched by flow cytometry into 384 well cell capture plates (Single Cell Discovery, https://www.scdiscoveries.com) using SH800 cell sorter (Sony) as described^35^. Each well of a cell capture plate contains a small 50 nl droplet of barcoded primers and 10 μl of mineral oil (Sigma, cat no: M8410). Data were acquired using the Sony SH800 cell sorter software V2.1.5. Sorted plates were briefly centrifuged at 4 °C, snap-frozen on dry ice and stored at −80 °C until processed.

scRNA-Seq was performed by Single-Cell Discoveries B.V. using SORT-Seq, a modified CEL-Seq2 protocol^60^. Cells were heat-lysed at 65 °C followed by cDNA synthesis. After second-strand cDNA synthesis, all the barcoded material from one plate was pooled into one library and amplified using in vitro transcription (IVT). Following amplification, library preparation was done following the CEL-Seq2 protocol.3 to prepare a cDNA library for sequencing using TruSeq small RNA primers (Illumina). The DNA library was paired-end sequenced on an Illumina Nextseq™ 500, high output, with a 1×75 bp Illumina kit (read 1: 26 cycles, index read: 6 cycles, read 2: 60 cycles, Illumina, cat no: 20024906). During sequencing, Read 1 was assigned 26 base pairs and was used to identify the Illumina library barcode, cell barcode, and UMI. Read 2 was assigned 60 base pairs and used to map to the reference transcriptome Homo sapiens hg38 (including mitochondrial genes) with BWA-MEM. Data was demultiplexed as described in Grün et al.^61^. Mapping and generation of count tables were automated using the MapAndGo script. Unsupervised clustering and differential gene expression analysis was performed with the Seurat 3.2.2 R toolkit, as described^62^. For the comparison of cell clusters, variation of gene expression and of key pathways was determined by a NES obtained using Gene Set Enrichment Analysis (GSEA)^35,63,64^. Significance of the data was determined by the FDR values < 0.05. Data are available at NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223135) under accession number GSE223135.

### Single-cell RNA-Seq on patient-derived tumor tissue

Patient adenocarcinoma pancreatic tissues undergoing surgical resection was dissociated using gentleMACS™ Octo Dissociator with Heaters and Human Tumor dissociation kit (Miltenyi Biotec; cat no: 130-095-929) following manufacturer’s instructions. The total cell fraction was stained using anti-human APC, REAfinity™ (1:50, Miltenyi Biotec, cat no: 130-110-633, clone: REA747, lot: 5220310224) and Zombie green viability kit (BioLegend, cat no: 423111) according to manufacturer’s instruction. Living CD45^+^ immune cells were separated from other living cell populations using SH800 cell sorter (Sony). From the total cell population (437,234 total cells), 206,922 CD45+ living positive cells were isolated with 98.71% of sort efficiency. A post-sort control were performed by an analysis of the post-sort fraction, confirming the purity of the cell fraction. Data were acquired using the Sony SH800 cell sorter software V2.1.5. Isolated immune cells were cultured in 96 well plates in complete MammoCult™ Human Medium (Stemcell Technologies, cat no: 05620) supplemented with human proliferation supplement (3.4%, Stemcell Technologies, cat no: 05620), hydrocortisone (0.056%, Stemcell Technologies, cat no: 74142), heparin (0.011%, Stemcell, cat no: 07980), amphotericin B (Merck, cat no: A2942), primocin (InvivoGen, cat no: ant-pm-05) and patient serum). The other cell populations were cultured as tumor spheroids in Corning® 96-well Black/Clear Bottom Low Flange Ultra-Low Attachment Microplate in complete MammoCult™ Human Medium (Stemcell Technologies, cat no: 05620). After 3 days, tumor spheroids were treated using 5Z-7-Oxozeaenol (25 µM, Sigma, cat no: O9890-1MG) or DMSO (Carl Roth, cat no: 7029.1) as control. Medium was refreshed after 24 h to remove the compounds. After two more days, the conditioned media were used to stimulate immune cells. scRNA-Seq on the immune cell population was performed 24 h after stimulation. Living cells were sorted into 384 well cell capture plates (Single Cell Discovery, https://www.scdiscoveries.com) using SH800 cell sorter (Sony) as previously described^60^. Sorted plates were briefly centrifuged at 4 °C, snap-frozen on dry ice, and stored at −80 °C until processed.

scRNA-Seq library preparation was performed by Single-Cell Discoveries B.V. using SORT-Seq, a modified CEL-Seq2 protocol^62^ (Single Cell Discovery, https://www.scdiscoveries.com). Reads were aligned to the human hG19 UCSC reference using Hisat2. R version 3.5.3 with Seurat and package “RaceID” for clusterization, cluster analysis and differentially expressed genes (DEG) calculation^35,62^.

Data are available at NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275488) under accession number GSE275488.

### Perturbation studies in patient-derived tumor spheroids

Patient adenocarcinoma pancreatic tissues were processed as described above and cultured as tumor spheroids in complete MammoCult™ Human Medium (Stemcell Technologies, cat no: 05620). After cell aggregation, multicellular tumor spheroids were treated with 5Z-7-Oxozeaenol (1; 10 or 25 µM, Sigma, cat no: O9890-1MG) or DMSO (Carl Roth, cat no: 7029.1) as control. Viability was assessed after 3 days by measuring ATP levels using CellTiter-Glo® 3D Cell Viability Assay (Promega, cat no: G9681), according to the manufacturer’s instructions.

### Histopathology and Immunohistochemistry (IHC)

Murine tissue and murine 3D collagen matrix samples were fixed in 4% paraformaldehyde and embedded in paraffin. Paraffin sections (2 µm) were stained with hematoxylin (Dako, cat no: CS700) and eosin (Sigma, cat no: HT110216) or various primary and secondary antibodies. Evaluation and quantification of ADM, PanIN and PDAC was performed by a pathologist based on the analysis of H&E sections.

For IHC in murine tissue and 3D collagen matrix samples, paraffin sections were deparaffinized with xylene and rehydrated in graded alcohols. Antigen retrieval was performed in EDTA-buffer (10 mM Tris (Carl Roth, cat no: 4855.2), 1 mM EDTA (Applichem, cat no: A4892.0500), 0.05% Tween (Carl Roth, cat no: 9127.1, pH 9) or citrate buffer (180 µM citric acid, Carl Roth, cat no: X863.1), 100 mM sodium citrate (Carl Roth, cat no: 3580.3)) at 98 °C for 30 min (or 5 min for 3D collagen matrix samples). Sections were treated with 3% hydrogen peroxidase (H_2_O_2_, Carl Roth, cat no: 8070.1) in water for 10 min to block endogenous peroxidase activity. Subsequently, unspecific binding sites were blocked with normal horse serum (Vector Laboratories, cat no: S2000) for 30 min. IHC staining was performed with the following primary antibodies at 4 °C overnight: anti-α-Amylase (1:2000; Cell Signaling, cat no: 3796, clone: D55H10, lot: 3), anti-Keratin 17/19 (CK17/19) (1:1000, Cell Signaling, cat no: 3984, clone: D32D9, lot: 1), anti-SOX9 (1:2000, Merck Millipore, cat no: AB5535, lot: 2724407), anti-Ki-67 (1:2000, Thermo Scientific, cat no: RM-9106-S, clone: SP6, lot: 9106R0723), anti-phospho ERK (Thr202/Tyr204, 1:1000, Cell Signaling, cat no: 4370, clone: D13.14.4E, lot: 15), anti-cl. CASP3 (cl. CASP3) (1:750, Cell Signaling, cat no: 9661, lot: 47) and anti-RIPK3 (1:800, Enzo, cat no: ADI-905-242-100, lot: 03071904). Sections were then incubated with HRP-conjugated anti-rabbit IgG and were visualized with 3-3´-diamonobenzidine (DAB, Thermo Scientific, cat no: TA-125-QHDX). All sections were counterstained with hematoxylin (Dako, cat no: CS700). Image acquisition was performed on a Leica DM1000 microscope equipped with a Leica EC3 digital camera and quantification were performed as previously described^65^.

Paraffin-embedded patient derived organoids (PDOs) were further processed for H&E staining. IHC in PDO samples was performed on a BondRxm automated stainer (Leica) with antibodies for anti-Ki-67 (1:50, Abcam, cat no: ab15580) and anti-cl. CASP3 (1:150, Cell Signaling, cat no: 9661, lot: 47). First, 2 µm slides were deparaffinized and pretreated with epitope retrieval solution 1 (corresponding to citrate buffer pH 6) for 20 min, then incubated with primary antibodies diluted in antibody diluent (Leica, cat no: AR9352). Antibody binding was detected using the Polymer Refine detection kit (Leica, cat no: DS9800), without post-primary antibody and DAB (Thermo Scientific, cat no: TA-125-QHDX) as chromogen, and counterstained with hematoxylin (Dako, cat no: CS700). Finally, the slides were scanned with an automated slide scanner (Leica Biosystems), and the Aperio ImageScope software (Leica Biosystems) was used to take representative images.

The IHC staining of human pancreatic tissues included in the TMA was conducted as described above using anti-TAK1 antibody (1:2250, Novus Biologicals, cat no: NBP1-87819, A78535), anti-phospho TAK1 (Ser192, 1:300, BIOSS, cat no: bs-5435R, lot: AG07102355), anti-TAB3 (1:200, LS Bio, cat no: LS-B4705, lot: 31221). The staining was determined according to the widely used semi-quantitative Allred score, a sum of staining distribution and staining intensity (minimal 0, maximal 8 points)^66^. All commercial available antibodies were validated by the manufacturer.

### Immunoblot analysis

Protein lysates were prepared from pancreatic samples as described previously^65^. Protein extracts were separated by SDS-polyacrylamide gel electrophoresis (SDS-PAGE), transferred to PVDF membrane and analyzed by immunoblot with following antibodies (1:1000): anti-β-actin (Sigma, cat no. A2066, lot: 0000182447), anti-cl. CASP3 (cat no. 9661, lot: 47), anti-p-ERK (Thr202/Tyr204, cat no. 4377, clone: 197G2, lot: 12), anti-ERK (cat no. 4695, clone: 137F5, lot: 5), anti-p-Akt (Ser473, cat no. 4060, clone: D9E, lot: 27), anti-Akt (cat no. 4685, clone: 11E7, lot: 6), anti-p-MEK1/2 (Ser221, cat no. 2338, clone: 166F8, lot: 9), anti-JNK1/2 (cat no. 9258, clone: 56G8, lot: 11), anti-p-JNK1/2 (Thr183/Tyr185, cat no. 4668, clone: 81E11, lot: 2), anti-p38 (cat no. 9212, lot: 12), anti-p-p38 (Thr180/Tyr182, cat no. 9215, clone: 3D7, lot: 7), anti-I-κBα (cat no. 4812, clone: 44D4, lot: 13), anti-p-MLKL (Ser345, cat no. 37333, clone: D6E3G, lot: 2) (Cell Signaling), anti-RIPK3 (Novus, cat no. Img-5523-1, lot: 8337-1803), anti-MLKL (Merck Millipore, cat no. MABC604, clone: 3H1), anti-HSP90 (Enzo, cat no. ADI-SPA-830-D, clone: AC88, lot: 02011766) and anti-GAPDH (ABD Serotec, cat no. MCA4739, clone: 6C5, lot: 161665). As secondary antibodies, anti-rabbit-HRP (1:5000, Cytiva, cat no. NA934) and anti-mouse-HRP (1: 5000, Cytiva cat no. NA931) were used. Uncropped and unprocessed scans of all blots are available in the Source data file. All commercial available antibodies were validated by the manufacturer.

### RAS activation assay

RAS activity was assessed using RAS Activation Assay Kit (Merck Millipore, cat no: 17-218) according to the manufacturer’s instructions. Briefly, RAS-GTP was pulled-down using an agarose-bound glutathione *S*-transferase (GST) fusion protein corresponding to the RAS binding domain (RBD) of RAF. RAS-GTP was detected by immunoblotting using an anti-RAS antibody (1:1000, Merck Millipore, cat no: 05-516, clone: RAS10). The antibody were validated by the manufacturer.

### Array comparative genomic hybridization (aCGH) analysis

To characterize copy number alterations, oligo array CGH using the Agilent platform (Boeblingen, Germany) was performed. Genomic DNA was extracted from formalin-fixed, paraffin-embedded (FFPE) tissue sections using the DNAeasy FFPE kit (Qiagen, cat no: 73504). DNA extracted from 4 normal pancreatic tissues was pooled and used as reference DNA. 250 ng of test and reference DNA were differentially labeled with Cy3-dUTP (test) and Cy5-dUTP (reference) by random primed labeling using the CGH labeling kit for oligo arrays (Enzo, cat no: ENZ-42671). Hybridization, washing and scanning was performed according to the manufacturer’s protocol and the data were extracted from the Feature Extraction Software (Agilent) as tab-delimited text files. The arrays used were custom-designed 8x60k arrays (AMADID, cat no: 41078) with approx. 60,000 probes covering the whole mouse genome. The probe set includes the Agilent 44k (AMADID, cat no: 15028) in order to enable merging of the 60k data with 44k data. The raw data were imported into the R statistical platform (R Development Core Team. R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. ISBN 3-900051-07-0, URL: http://www.R-project.org/) and the background subtracted median intensity signals were used to build the log2 ratios. After median normalization, values were quality filtered using flags as defined by the Agilent Feature extraction software. The log2 ratios were subsequently segmented, called and copy number regions were defined using functions from the CGHbase^67^, CGHcall^68^ and CGHregions^69^. For the CGHcall function, 75% estimated proportion of tumor cells based on microscopic assessment of Haematoxylin stained FFPE sections was used. The copy number profiles were karyogram-style plotted using an in-house written R function. The aCGH data generated in this study have been deposited at NCBI Gene Expression Omnibus database https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282891 under accession number GSE282891.

### Statistics

Data were analyzed by GraphPad Prism 9 built-in tests (specifics are indicated in figure legends). Data are presented relative to their respective controls. Results are expressed as the mea*n *± standard error of the mean (SEM). Statistical analyzes were performed for *n *≥ 3 samples, using parametric tests (one-way ANOVA) or non-parametric tests (two-tailed Mann-Whitney U test or Kruskal-Wallis test) as indicated in figure legends, after determination of distribution by the Shapiro-Wilk normality test. p  <  0.05 were considered statistically significant. For scRNA-Seq analysis, transcriptome profile variations were determined by a NES obtained, using GSEA analysis. The significance of the data was determined by the FDR values. According to GSEA, results are significant if FDR  <  0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The aCGH data generated in this study have been deposited at NCBI Gene Expression Omnibus database https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282891 under accession number GSE282891. The RNA-seq data generated in this study are available at NCBI Gene Expression Omnibus database https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=%20GSE223135 under the accession number GSE223135 or https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=%20GSE275488 under accession number GSE275488. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## References

[1] Principe, D. R. et al. The current treatment paradigm for pancreatic ductal adenocarcinoma and barriers to therapeutic efficacy. *Front Oncol***11**, 688377 (2021).34336673 10.3389/fonc.2021.688377PMC8319847

[2] Halbrook, C. J., Lyssiotis, C. A., Pasca di Magliano, M. & Maitra, A. Pancreatic cancer: advances and challenges. *Cell***186**, 1729–1754 (2023).37059070 10.1016/j.cell.2023.02.014PMC10182830

[3] Waters, A. M. & Der, C. J. KRAS: The critical driver and therapeutic target for pancreatic cancer. *Cold Spring Harb Perspect Med***8** (2018).10.1101/cshperspect.a031435PMC599564529229669

[4] Storz, P. Acinar cell plasticity and development of pancreatic ductal adenocarcinoma. *Nat Rev Gastroenterol Hepatol***14**, 296–304 (2017).28270694 10.1038/nrgastro.2017.12PMC6036907

[5] Reichert, M., Blume, K., Kleger, A., Hartmann, D. & von Figura, G. Developmental Pathways Direct Pancreatic Cancer Initiation from Its Cellular Origin. *Stem Cells Int***2016**, 9298535 (2016).26681957 10.1155/2016/9298535PMC4670687

[6] Marstrand-Dauce, L. et al. Acinar-to-Ductal Metaplasia (ADM): on the road to pancreatic intraepithelial neoplasia (panin) and pancreatic cancer. *Int. J. Mol. Sci.***24**, 9946 (2023).10.3390/ijms24129946PMC1029862537373094

[7] Wong, C. H., Li, Y. J. & Chen, Y. C. Therapeutic potential of targeting acinar cell reprogramming in pancreatic cancer. *World J Gastroenterol***22**, 7046–7057 (2016).27610015 10.3748/wjg.v22.i31.7046PMC4988312

[8] Mukhopadhyay, H. & Lee, N. Y. Multifaceted roles of TAK1 signaling in cancer. *Oncogene***39**, 1402–1413 (2020).31695153 10.1038/s41388-019-1088-8PMC7023988

[9] Liou, G. Y. et al. Macrophage-secreted cytokines drive pancreatic acinar-to-ductal metaplasia through NF-kappaB and MMPs. *J Cell Biol***202**, 563–577 (2013).23918941 10.1083/jcb.201301001PMC3734091

[10] Luedde, T. & Schwabe, R. F. NF-κB in the liver-linking injury, fibrosis and hepatocellular carcinoma. *Nat Rev Gastroenterol Hepatol***8**, 108–118 (2011).21293511 10.1038/nrgastro.2010.213PMC3295539

[11] Geng, J. et al. Regulation of RIPK1 activation by TAK1-mediated phosphorylation dictates apoptosis and necroptosis. *Nat Commun***8**, 359 (2017).28842570 10.1038/s41467-017-00406-wPMC5572456

[12] Vucur, M. et al. RIP3 inhibits inflammatory hepatocarcinogenesis but promotes cholestasis by controlling caspase-8- and JNK-dependent compensatory cell proliferation. *Cell Rep***4**, 776–790 (2013).23972991 10.1016/j.celrep.2013.07.035

[13] Bettermann, K. et al. TAK1 suppresses a NEMO-dependent but NF-kappaB-independent pathway to liver cancer. *Cancer Cell***17**, 481–496 (2010).20478530 10.1016/j.ccr.2010.03.021

[14] Krishna-Subramanian, S. et al. RIPK1 and death receptor signaling drive biliary damage and early liver tumorigenesis in mice with chronic hepatobiliary injury. *Cell Death Differ***26**, 2710–2726 (2019).30988397 10.1038/s41418-019-0330-9PMC6861136

[15] Kanayama, A. et al. TAB2 and TAB3 activate the NF-kappaB pathway through binding to polyubiquitin chains. *Mol Cell***15**, 535–548 (2004).15327770 10.1016/j.molcel.2004.08.008

[16] Jackson, E. L. et al. Analysis of lung tumor initiation and progression using conditional expression of oncogenic K-ras. *Genes Dev***15**, 3243–3248 (2001).11751630 10.1101/gad.943001PMC312845

[17] Sato, S. et al. Essential function for the kinase TAK1 in innate and adaptive immune responses. *Nat Immunol***6**, 1087–1095 (2005).16186825 10.1038/ni1255

[18] Kawaguchi, Y. et al. The role of the transcriptional regulator Ptf1a in converting intestinal to pancreatic progenitors. *Nat Genet***32**, 128–134 (2002).12185368 10.1038/ng959

[19] Kopp, J. L. et al. Identification of Sox9-dependent acinar-to-ductal reprogramming as the principal mechanism for initiation of pancreatic ductal adenocarcinoma. *Cancer Cell***22**, 737–750 (2012).23201164 10.1016/j.ccr.2012.10.025PMC3568632

[20] Wu, J. et al. Mechanism and in vitro pharmacology of TAK1 inhibition by (5Z)-7-Oxozeaenol. *ACS Chem Biol***8**, 643–650 (2013).23272696 10.1021/cb3005897

[21] Lesina, M. et al. RelA regulates CXCL1/CXCR2-dependent oncogene-induced senescence in murine Kras-driven pancreatic carcinogenesis. *J Clin Invest***126**, 2919–2932 (2016).27454298 10.1172/JCI86477PMC4966329

[22] Gout, J. et al. Isolation and culture of mouse primary pancreatic acinar cells. *J. Vis. Exp.***78**, 50514 (2013).10.3791/50514PMC385591723979477

[23] Hallin, J. et al. Anti-tumor efficacy of a potent and selective non-covalent KRAS(G12D) inhibitor. *Nat Med***28**, 2171–2182 (2022).36216931 10.1038/s41591-022-02007-7

[24] Mahadevan, K. K. et al. KRAS(G12D) inhibition reprograms the microenvironment of early and advanced pancreatic cancer to promote FAS-mediated killing by CD8(+) T cells. *Cancer Cell***41**, 1606–1620.e1608 (2023).37625401 10.1016/j.ccell.2023.07.002PMC10785700

[25] Wang, X. et al. Identification of MRTX1133, a Noncovalent, Potent, and Selective KRAS(G12D) Inhibitor. *J Med Chem***65**, 3123–3133 (2022).34889605 10.1021/acs.jmedchem.1c01688

[26] Lubeseder-Martellato, C. et al. Oncogenic KRas-induced Increase in Fluid-phase Endocytosis is Dependent on N-WASP and is Required for the Formation of Pancreatic Preneoplastic Lesions. *EBioMedicine***15**, 90–99 (2017).28057438 10.1016/j.ebiom.2016.12.013PMC5233824

[27] Seifert, L. et al. The necrosome promotes pancreatic oncogenesis via CXCL1 and Mincle-induced immune suppression. *Nature***532**, 245–249 (2016).27049944 10.1038/nature17403PMC4833566

[28] Ying, H. et al. Genetics and biology of pancreatic ductal adenocarcinoma. *Genes Dev***30**, 355–385 (2016).26883357 10.1101/gad.275776.115PMC4762423

[29] Wang, J. et al. RelA/p65 functions to maintain cellular senescence by regulating genomic stability and DNA repair. *EMBO Rep***10**, 1272–1278 (2009).19779484 10.1038/embor.2009.197PMC2775178

[30] Cancer Genome Atlas Research Network. Electronic address, a.a.d.h.e. & cancer genome atlas research, n. integrated genomic characterization of pancreatic ductal adenocarcinoma. *Cancer Cell***32**, 185–203.e113 (2017).28810144 10.1016/j.ccell.2017.07.007PMC5964983

[31] Benzel, J. & Fendrich, V. Chemoprevention and treatment of pancreatic cancer: update and review of the literature. *Digestion***97**, 275–287 (2018).29587290 10.1159/000485741

[32] Xu, R., Zhou, X., Wang, S. & Trinkle, C. Tumor organoid models in precision medicine and investigating cancer-stromal interactions. *Pharmacol Ther***218**, 107668 (2021).32853629 10.1016/j.pharmthera.2020.107668PMC7855432

[33] Dantes, Z. et al. Implementing cell-free DNA of pancreatic cancer patient-derived organoids for personalized oncology. *JCI Insight***5**, e137809 (2020).10.1172/jci.insight.137809PMC745506232614802

[34] Orben, F. et al. Epigenetic drug screening defines a PRMT5 inhibitor-sensitive pancreatic cancer subtype. *JCI Insight***7**, e151353 (2022).10.1172/jci.insight.151353PMC922083435439169

[35] Crouchet, E. et al. A human liver cell-based system modeling a clinical prognostic liver signature for therapeutic discovery. *Nat Commun***12**, 5525 (2021).34535664 10.1038/s41467-021-25468-9PMC8448834

[36] Jaco, I. et al. MK2 Phosphorylates RIPK1 to Prevent TNF-Induced Cell Death. *Mol Cell***66**, 698–710.e695 (2017).28506461 10.1016/j.molcel.2017.05.003PMC5459754

[37] Dondelinger, Y. et al. NF-kappaB-Independent Role of IKKalpha/IKKbeta in Preventing RIPK1 Kinase-Dependent Apoptotic and Necroptotic Cell Death during TNF Signaling. *Mol Cell***60**, 63–76 (2015).26344099 10.1016/j.molcel.2015.07.032

[38] Koppe, C. et al. IkappaB kinasealpha/beta control biliary homeostasis and hepatocarcinogenesis in mice by phosphorylating the cell-death mediator receptor-interacting protein kinase 1. *Hepatology***64**, 1217–1231 (2016).27396433 10.1002/hep.28723

[39] Ling, J. et al. KrasG12D-induced IKK2/beta/NF-kappaB activation by IL-1alpha and p62 feedforward loops is required for development of pancreatic ductal adenocarcinoma. *Cancer Cell***21**, 105–120 (2012).22264792 10.1016/j.ccr.2011.12.006PMC3360958

[40] Yang, C. et al. Regulation of RIP3 by the transcription factor Sp1 and the epigenetic regulator UHRF1 modulates cancer cell necroptosis. *Cell Death Dis***8**, e3084 (2017).28981102 10.1038/cddis.2017.483PMC5682651

[41] Abu-Alainin, W. et al. UHRF1 regulation of the Keap1-Nrf2 pathway in pancreatic cancer contributes to oncogenesis. *J Pathol***238**, 423–433 (2016).26497117 10.1002/path.4665PMC4738372

[42] Kim, I. K. et al. Specific protein 1(SP1) regulates the epithelial-mesenchymal transition via lysyl oxidase-like 2(LOXL2) in pancreatic ductal adenocarcinoma. *Sci Rep***9**, 5933 (2019).30976063 10.1038/s41598-019-42501-6PMC6459819

[43] Newton, K. et al. RIPK3 deficiency or catalytically inactive RIPK1 provides greater benefit than MLKL deficiency in mouse models of inflammation and tissue injury. *Cell Death Differ***23**, 1565–1576 (2016).27177019 10.1038/cdd.2016.46PMC5072432

[44] Schwabe, R. F. & Luedde, T. Apoptosis and necroptosis in the liver: a matter of life and death. *Nat Rev Gastroenterol Hepatol***15**, 738–752 (2018).30250076 10.1038/s41575-018-0065-yPMC6490680

[45] Dai, E. et al. Ferroptotic damage promotes pancreatic tumorigenesis through a TMEM173/STING-dependent DNA sensor pathway. *Nat Commun***11**, 6339 (2020).33311482 10.1038/s41467-020-20154-8PMC7732843

[46] Badgley, M. A. et al. Cysteine depletion induces pancreatic tumor ferroptosis in mice. *Science***368**, 85–89 (2020).32241947 10.1126/science.aaw9872PMC7681911

[47] Yatim, N. et al. RIPK1 and NF-kappaB signaling in dying cells determines cross-priming of CD8(+) T cells. *Science***350**, 328–334 (2015).26405229 10.1126/science.aad0395PMC4651449

[48] Vucur, M. et al. Sublethal necroptosis signaling promotes inflammation and liver cancer. *Immunity***56**, 1578–1595.e8 (2023).10.1016/j.immuni.2023.05.01737329888

[49] Vanek, P., Urban, O., Zoundjiekpon, V. & Falt, P. Current Screening Strategies for Pancreatic Cancer. *Biomedicines***10**, 2056 (2022).10.3390/biomedicines10092056PMC949559436140157

[50] Kolbeinsson, H. M., Chandana, S., Wright, G. P. & Chung, M. Pancreatic Cancer: A Review of Current Treatment and Novel Therapies. *J Invest Surg***36**, 2129884 (2023).36191926 10.1080/08941939.2022.2129884

[51] Brachi, G., Bussolino, F., Ciardelli, G. & Mattu, C. Nanomedicine for Imaging and Therapy of Pancreatic Adenocarcinoma. *Front Bioeng Biotechnol***7**, 307 (2019).31824928 10.3389/fbioe.2019.00307PMC6880757

[52] Greene, M. K., Johnston, M. C. & Scott, C. J. Nanomedicine in Pancreatic Cancer: Current Status and Future Opportunities for Overcoming Therapy Resistance. *Cancers (Basel)***13**, 6175 (2021).10.3390/cancers13246175PMC869918134944794

[53] Modi, S., Kir, D., Banerjee, S. & Saluja, A. Control of Apoptosis in Treatment and Biology of Pancreatic Cancer. *J Cell Biochem***117**, 279–288 (2016).26206252 10.1002/jcb.25284PMC5724757

[54] Hingorani, S. R. et al. Preinvasive and invasive ductal pancreatic cancer and its early detection in the mouse. *Cancer Cell***4**, 437–450 (2003).14706336 10.1016/s1535-6108(03)00309-x

[55] Newton, K., Sun, X. & Dixit, V. M. Kinase RIP3 is dispensable for normal NF-kappa Bs, signaling by the B-cell and T-cell receptors, tumor necrosis factor receptor 1, and Toll-like receptors 2 and 4. *Mol Cell Biol***24**, 1464–1469 (2004).14749364 10.1128/MCB.24.4.1464-1469.2004PMC344190

[56] Salmena, L. et al. Essential role for caspase 8 in T-cell homeostasis and T-cell-mediated immunity. *Genes Dev***17**, 883–895 (2003).12654726 10.1101/gad.1063703PMC196031

[57] Meerbrey, K. L. et al. The pINDUCER lentiviral toolkit for inducible RNA interference in vitro and in vivo. *Proc Natl Acad Sci USA***108**, 3665–3670 (2011).21307310 10.1073/pnas.1019736108PMC3048138

[58] Linnemann, J. R. et al. Quantification of regenerative potential in primary human mammary epithelial cells. *Development***142**, 3239–3251 (2015).26071498 10.1242/dev.123554PMC4582177

[59] Randriamanantsoa, S. et al. Spatiotemporal dynamics of self-organized branching in pancreas-derived organoids. *Nat Commun***13**, 5219 (2022).36064947 10.1038/s41467-022-32806-yPMC9445099

[60] Muraro, M. J. et al. A Single-Cell Transcriptome Atlas of the Human Pancreas. *Cell Syst***3**, 385–394.e383 (2016).27693023 10.1016/j.cels.2016.09.002PMC5092539

[61] Grun, D., Kester, L. & van Oudenaarden, A. Validation of noise models for single-cell transcriptomics. *Nat Methods***11**, 637–640 (2014).24747814 10.1038/nmeth.2930

[62] Aizarani, N. et al. A human liver cell atlas reveals heterogeneity and epithelial progenitors. *Nature***572**, 199–204 (2019).31292543 10.1038/s41586-019-1373-2PMC6687507

[63] Reich, M. et al. GenePattern 2.0. *Nat Genet***38**, 500–501 (2006).16642009 10.1038/ng0506-500

[64] Peck, D. et al. A method for high-throughput gene expression signature analysis. *Genome Biol***7**, R61 (2006).16859521 10.1186/gb-2006-7-7-r61PMC1779561

[65] Schneider, A. T. et al. RIPK1 Suppresses a TRAF2-Dependent Pathway to Liver Cancer. *Cancer Cell***31**, 94–109 (2017).28017612 10.1016/j.ccell.2016.11.009

[66] Allred, D. C. et al. Association of p53 protein expression with tumor cell proliferation rate and clinical outcome in node-negative breast cancer. *J Natl Cancer Inst***85**, 200–206 (1993).8423624 10.1093/jnci/85.3.200

[67] Vosse, S. V. D. W. M. CGHbase: Base functions and classes for arrayCGH data analysis. *R package version 1.15.1*. (2011).

[68] van de Wiel, M. A. et al. CGHcall: calling aberrations for array CGH tumor profiles. *Bioinformatics***23**, 892–894 (2007).17267432 10.1093/bioinformatics/btm030

[69] van de Wiel, M. A. & Wieringen, W. N. CGHregions: dimension reduction for array CGH data with minimal information loss. *Cancer Inform***3**, 55–63 (2007).19455235 PMC2675846

[70] Schneider, A. Created in BioRender. https://BioRender.com/a64z091 (2025).

[71] Schneider, A. Created in BioRender. https://BioRender.com/h91q704 (2025).

[72] Schneider, A. Created in BioRender. https://BioRender.com/k25q356 (2025).

[73] Schneider, A. Created in BioRender. https://BioRender.com/l87j101 (2025).

# Supplementary material for: A decision point between transdifferentiation and programmed cell death priming controls KRAS-dependent pancreatic cancer development
**Source:** Nat Commun. 2025 Feb 19;16:1765. doi: 10.1038/s41467-025-56493-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Summary of Gene Set Enrichment Analysis (GSEA) in cluster 1 of T-cells isolated from 5Z-7-Oxozeaenol (25 μ M) vs. DMSO-treated PDAC patient-derived tumor spheroids. Normalized enrichment score (NES) of significantly enriched or suppressed pathways depicted in Fig. 5g, h after 5Z-7-Oxozeaenol (25 μ M) treatment (***FDR $q < 0.001$).

File Name: Supplementary Data 2

Description: Gene Set Enrichment Analysis (GSEA) of PDAC-derived T cells incubated with the conditioned medium from DMSO- or 5Z-7-Oxozeaenol-treated tumor spheroids. NES was non-significantly altered (FDR > 0.05) in all pathways that were affected after 5Z-7-Oxozeaenol treatment in Fig. 5g-h.

# Supplementary material for: A decision point between transdifferentiation and programmed cell death priming controls KRAS-dependent pancreatic cancer development
**Source:** Nat Commun. 2025 Feb 19;16:1765. doi: 10.1038/s41467-025-56493-7
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Real-Time PCR: QuantStudioTM Real-Time PCR software v1.1
ELISA-Reader: i-control 2.0 (for infinite reader)
aCGH: Feature Extraction Software (Agilent)
Western blot band intensity: IQ800-Control software and Image Quant LAS 4000 software
FACS: Sony SH800 cell sorter software V2.1.5

Data analysis

representative H/E and IHC images: Aperio ImageScope software
statistics: Graphpad Prism 9
Real-Time PCR: QuantStudioTM Real-Time PCR software v1.1
scRNA-Seq clustering and differential gene expression analysis: Seurat (3.2.2) R toolkit, R (3.5.3) with Seurat and package "RaceID"
scRNA-Seq reads aligned to the human hg19 UCSC reference: HiSat2
aCGH: R statistical platform (R Development Core Team. R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. ISBN 3-900051-07-0, URL: <http://www.R-project.org/>)
FACS: Sony SH800 cell sorter software V2.1.5

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The aCGH data generated in this study have been deposited at NCBI Gene Expression Omnibus database <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282891> under accession number GSE282891. The RNA-seq data generated in this study are available at NCBI Gene Expression Omnibus database <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=%20GSE223135> under the accession number GSE223135 or <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=%20GSE275488> under accession number GSE275488. Source data are provided with this paper. The remaining data are available within the Article, Supplementary Information or Source Data file.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

no sex and gender-based analyses have been performed. This study did not involve sex or gender research.

Reporting on race, ethnicity, or other socially relevant groupings

no race, ethnicity, or other socially relevant groupings have been performed. This study did not involve race, ethnicity, or other socially relevant groupings research.

Population characteristics

Human PDAC specimens were acquired from patients who were diagnosed with PDAC and collected at the National Center for Tumor Diseases Heidelberg (for TMA analysis), the Technical University Munich (for PDO generation) or at the Strasbourg University Hospitals (for spheroid generation). All patients received standard surgical resection or fine-needle biopsy. Paraffin embedded tissues were preprocessed by a pathologist after surgical resection or fine-needle biopsy and confirmed as PDAC prior to further investigation. Patients have given their informed consent without being paid. The gender of the participants was determined on the basis of self-reports. No gender was excluded. Basic characteristics of the patients can be found in Supplementary Table 1, 2, 3 and 5.

Recruitment

Human PDAC specimens were acquired from patients who were diagnosed with PDAC and collected at the National Center for Tumor Diseases Heidelberg (for TMA analysis), the Technical University Munich (for PDO generation) or at the Strasbourg University Hospitals (for spheroid generation). All patients received standard surgical resection or fine-needle biopsy. Paraffin embedded tissues were preprocessed by a pathologist after surgical resection or fine-needle biopsy and confirmed as PDAC prior to further investigation. Patients have given their informed consent without being paid. The gender of the participants was determined on the basis of self-reports. No gender was excluded.

Ethics oversight

TMA: Human pancreatic tissue samples were provided by the tissue bank of the National Center for Tumor Diseases Heidelberg (NCT, Heidelberg, Germany) in agreement with the regulations of the tissue bank and local Ethics Committee of the University of Heidelberg approval (no. 206/2005). The project conducted in accordance with the ethical standards laid down in the Declaration of Helsinki.

Spheroids: Human pancreatic tissues and serum were obtained from diseased patients undergoing surgery with informed consent from all patients for de-identified use at the Strasbourg University Hospitals, University of Strasbourg, France (DC-2016-2616 and RIPH2 LivMod IDRCB 2019-A00738-49, ClinicalTrials NCT04690972). The protocols were approved by the local Ethics Committee of the University of Strasbourg Hospitals ethical committee. All material was collected during a medical procedure strictly performed within the frame of the medical treatment of the patient. Informed consent is provided according to the Declaration of Helsinki. Detailed patient information and informed consent procedures are implemented by the Strasbourg University Hospital Biological Resources Center (HUS CRB). Patients were given an information sheet which outlines that their left-over biological material that was collected during their medical treatment is requested for research purposes. All patients received and signed an informed consent form (protocols DC-2016-2616 and RIPH2 LivMod IDRCB 2019-A00738-49 ClinicalTrials NCT04690972). The identity of the patients was protected by internal coding.

PDO: All patients enrolled in the study gave consent prior to PDO generation based on the institutional review board (IRB) project-number 207/15 of the Technical University Munich. Experimental procedures involving human subjects were performed in agreement with the ethical principles for medical research as defined by the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to predetermine sample sizes for in vitro experiments. Sample sizes were chosen in order to be able to perform statistical analyses, as is standard in the field. For in vivo experiments, littermates carrying the respective loxP-flanked alleles but lacking expression of Cre recombinase were used as wild-type (WT) controls. Age-, gender-, and equal average tumour volume-matched mice were randomly allocated to different experimental groups based on their genotypes and experiments were not blinded. Both male and female mice are included in all groups. A precalculation of the in vivo mouse sample sizes was performed and approved to ensure an optimal balance between the animal welfare guidelines as well as a reasonable sample number for the experiments. Sample sizes and mice age is indicated in the figure legends.
Data exclusions	No data were excluded for all the analyses described.
Replication	All experiments were repeated at least twice or performed with independent samples. The two scRNA-seq analyses were each carried out with human tumor spheroids derived from one PDAC patient. The exact repeat times of experiments and sample numbers are indicated in the figure legends.
Randomization	Age-, gender-, and equal average tumour volume-matched mice were randomly allocated to different experimental groups based on their genotypes. For experiments other than mice, we did not carry out randomization because it is either irrelevant or not applicable to these studies.
Blinding	Investigators were not blinded to the group allocation except for microscopic analysis of IHC staining results. For other experiments, the investigators were not blinded since analysis relied on unbiased measurements of quantitative parameters. Standardized procedures for the data collection and analysis were used to prevent bias.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Western blot:
 primary antibodies (1:1000):
 anti-beta-actin (Sigma, cat no. A2066, lot: 0000182447)
 anti-cl. CASP3 Asp175 (Cell Signaling, cat no. 9661, lot: 47)
 anti-p-ERK Thr202/Tyr204 (Cell Signaling, cat no. 4377, clone: 197G2, lot: 12)
 anti-ERK (Cell Signaling, cat no. 4695, clone: 137F5, lot: 5)
 anti-p-Akt Ser473 (Cell Signaling, cat no. 4060, clone: D9E, lot: 27)
 anti-Akt (Cell Signaling, cat no. 4685, clone: 11E7, lot: 6)
 anti-JNK1/2 (Cell Signaling, cat no. 9258, clone: 56G8, lot: 11)
 anti-p-JNK1/2 Thr183/Tyr185 (Cell Signaling, cat no. 4668, clone: 81E11, lot: 2)
 anti-p38 (Cell Signaling, cat no. 9212, lot: 12)
 anti-p-p38 Thr180/Tyr182 (Cell Signaling, cat no. 9215, clone: 3D7, lot: 7)
 anti-p-MEK1/2 Ser221 (Cell Signaling, cat no. 2338, clone: 166F8, lot: 9)
 anti-l-kappaBalpha (Cell Signaling, cat no. 4812, clone: 44D4, lot: 13)
 anti-p-MLKL Ser345 (Cell Signaling, cat no. 37333, clone: D6E3G, lot: 2)
 anti-RIPK3 (Novus, cat no. lmg-5523-1, lot: 8337-1803)
 anti-MLKL (Merck Millipore, cat no. MABC604, clone: 3H1)
 anti-HSP90 (Enzo, cat no. ADI-SPA-830-D, clone: AC88, lot: 02011766)
 anti-GAPDH (ABD Serotec, cat no. MCA4739, clone: 6C5, lot: 161665)

secondary antibodies (1:5000):
 anti-rabbit-HRP (Cytiva, cat no. NA934)
 anti-mouse-HRP (Cytiva, cat no. NA931)

RAS activation assay:
 anti-RAS (Merck Millipore, cat no. 05-516, clone: RAS10, 1:1000)

Flow cytometry:
 REA Control (S) anti-human APC (Miltenyi Biotec, cat no. 130-113-434, clone: REA293, lot: 5220405741, 1:50)
 CD45 Antibody, anti-human APC (Miltenyi Biotec, cat no. 130-110-633, clone: REA747, lot: 5220310224, 1:50)

Immunohistochemistry:
 anti- α -Amylase (Cell Signaling, cat no. 3796, clone: D55H10, lot: 3, 1:2000)
 anti-Keratin 17/19 (CK17/19) (Cell Signaling, cat no. 3984, clone: D32D9, lot: 1, 1:1000)
 anti-SOX9 (Merck Millipore, cat no. AB5535, lot: 2724407, 1:2000)
 anti-KI67 (Thermo Scientific, cat no. RM-9106-S, clone: SP6, lot: 9106R0723, 1:2000 mouse)
 anti-Ki-67 (Abcam, cat no. ab15580, 1:50 PDO)
 anti-p-ERK Thr202/Tyr204 (Cell Signaling, cat no. 4370, clone: D13.14.4E, lot: 15, 1:1000)
 anti-cl. CASP3 Asp175 (Cell Signaling, cat no. 9661, lot: 47, 1:750 mouse and 1:150 PDO)
 anti-RIPK3 (Enzo, cat no. ADI-905-242-100, lot: 03071904, 1:800)
 anti-TAK1 (Novus Biologicals, cat no. NBP1-87819, lot: A78535, 1:2250)
 anti-phospho TAK1 Ser192 (BIOSS, cat no. bs-5435R, lot: AG07102355, 1:300)
 anti-TAB3 (LS Bio, cat no. LS-B4705, lot: 31221, 1:200)

Validation

All commercial available antibodies were validated by the manufacturer.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

BxPC-3 (KRASWT, Sanger Cell Lines Project, #COSS906693) - 61-year-old, female PDAC-patient
 HPAC (KRASG12D, Sanger Cell Lines Project, #COSS1298136) - 64-year-old, female PDAC-patient
 MIA-PACA-2 (KRASG12C, ATTC, #CRL-1420) - 65-year-old, male PDAC-patient
 HPDE (generously provided by the laboratory of Dr. Anil K. Rustgi (New York, USA)) - healthy 63-year-old, female
 HPDE/GFP and HPDE/KRASG12D (generated by Sebastian Müller, Munich, Germany) - healthy 63-year-old, female
 For each cell line, the culture conditions are indicated in Materials and Methods section.

Authentication

Cell lines have been authenticated by ATCC and Sanger Cell Lines Project. Cell lines are further routinely authenticated in-house by cell morphology.

Mycoplasma contamination

All cell lines are routinely tested negative for mycoplasma contamination.

Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

LSL-KRASG12D/+, Ptf1a-cre, Tak1fl/fl, Ripk3-/-, Casp8fl/fl and RelAfl/fl strains were interbred to obtain LSL-KRASG12D/+ Ptf1a-cre (termed KRASG12D), LSL-KRASG12D/+ Tak1fl/fl Ptf1a-cre (termed KRASG12D TAK1 Δ Ac), Tak1fl/fl Ptf1a-cre (termed TAK1 Δ Ac), LSL-KRASG12D/+ Tak1fl/fl Ripk3-/- Ptf1a-cre (termed KRASG12D TAK1 Δ Ac RIPK3-/-), LSL-KRASG12D/+ Tak1fl/fl Casp8fl/fl Ptf1a-cre (termed KRASG12D TAK1/CASP8 Δ Ac), LSL-KRASG12D/+ Tak1fl/fl RIPK3-/- Casp8fl/fl Ptf1a-cre (termed KRASG12D TAK1/CASP8 Δ Ac RIPK3-/-), LSL-KRASG12D/+ RelAfl/fl Ptf1a-cre (termed KRASG12D Rela Δ Ac). Mice were bred on a mixed C57/BL6 - SV129Ola genetic background. In all experiments, littermates carrying the respective loxP-flanked alleles but lacking expression of Cre recombinase were used as wild-type (WT) controls. Age-, gender-, and equal average tumour volume-matched mice were randomly assigned to groups, based on their genotypes and experiments were not blinded. Both male and female mice are included in all groups. Mice age is indicated in the figure legends. A precalculation of the in vivo mouse sample sizes was performed and approved to ensure an optimal balance between the animal welfare guidelines as well as a reasonable sample number for the experiments. Sample sizes and mice age is indicated in the figure legends. All animal experiments were approved by the Federal Ministry for Nature, Environment and Consumers' Protection of the state of North Rhine-Westphalia and were performed in accordance to the respective national, federal and institutional regulations. The maximal permitted tumor size of ≥ 1.5 cm was not exceeded. Mice were housed in individually ventilated cages (IVC) with HEPA-filter from Tecniplast at 22 ± 2 °C, with a humidity of $55 \pm 10\%$, and an air exchange rate of 75 times on a continuous 12 h light-dark cycle from 6am to 6pm.

Wild animals

This study did not involve wild animals.

Reporting on sex	This study did not involve sex research. But Sex-matched mal and female mice of each genotype were generated as littermates for use in experiments in which different genotypes were compared.
Field-collected samples	This study did not involve field-collected samples.
Ethics oversight	Dr. Lueddes animal protocols were approved by the local authorities, the Federal Ministry for Nature, Environment and Consumers' Protection of the state of North Rhine-Westphalia as well as the Regierung von Oberbayern.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	N/A
Novel plant genotypes	N/A
Authentication	N/A

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

FACS on patient-derived tumor spheroids

Patient-derived tumor-spheroids were generated from patient adenocarcinoma pancreatic tissues undergoing surgical resection using a protocol published in 35. Tissue was dissociated using gentleMACS™ Octo Dissociator with Heaters and Human tumor dissociation kit (Miltenyi Biotec, cat no: 130-095-929) following manufacturer's instructions. Total cell populations including cancer cells, fibroblasts and immune cells was used to generate multicellular tumor-spheroids in Corning® 96-well Black/Clear Bottom Low Flange Ultra-Low Attachment Microplate (Corning). Cells were cultured in complete MammoCult™ Human Medium (Stemcell Technologies, cat no: 05620) supplemented with patient serum. After 24h, tumor-spheroids were treated with 5Z-7-Oxozeaenol (25 µM, Sigma, cat no: O9890-1MG) or DMSO (Carl Roth, cat no: 7029.1) as a control overnight. Tumor-spheroids were harvested after treatment and dissociated using accutase. After cell washing using DPBS^{-/-}, antibody cell receptors were blocked using FcR Blocking Reagent (Miltenyi Biotec, cat no: 130-059-901), and CD45+ cells were stained using CD45 Antibody, anti-human APC, REAfinity™ (1:50, Miltenyi Biotec, cat no: 130-110-633, clone: REA747, lot: 5220310224) or with the corresponding REA Control (S) APC antibody (1:50, Miltenyi Biotec, cat no: 130-110-434, clone: REA293, lot: 5220405741), according to manufacturer's instruction. Living cells were selected using Zombie green (BioLegend, cat no: 423111) staining according to manufacturer's instructions. CD45+ cells were enriched by flow cytometry into 384 well cell capture plates (Single Cell Discovery, <https://www.scdiscoversies.com>) using SH800 cell sorter (Sony) as described³⁵. Each well of a cell capture plate contains a small 50 nl droplet of barcoded primers and 10 µl of mineral oil (Sigma, cat no: M8410). Data were acquired using the Sony SH800 cell sorter software V2.1.5. Sorted plates were briefly centrifuged at 4°C, snap-frozen on dry ice and stored at -80°C until processed.

FACS on patient-derived tumor tissue

Patient adenocarcinoma pancreatic tissues undergoing surgical resection was dissociated using gentleMACS™ Octo Dissociator with Heaters and Human Tumor dissociation kit (Miltenyi Biotec; cat no: 130-095-929) following manufacturer's instructions. The total cell fraction was stained using anti-human APC, REAfinity™ (1:50, Miltenyi Biotec, cat no: 130-110-633, clone: REA747, lot: 5220310224) and Zombie green viability kit (BioLegend, cat no: 423111) according to manufacturer's instruction. Living CD45+ immune cells were separated from other living cell populations using SH800 cell sorter (Sony). Data were acquired using the Sony SH800 cell sorter software V2.1.5. Isolated immune cells were cultured in 96 well plates in complete MammoCult™ Human Medium (Stemcell Technologies, cat no: 05620) supplemented with human proliferation supplement (3.4%, Stemcell Technologies, cat no: 05620), hydrocortisone (0.056%, Stemcell Technologies, cat no: 74142), heparin (0.011%, Stemcell, cat no: 07980), amphotericin B (Merck, cat no: A2942), primocin (InvivoGen, cat no: ant-pm-05) and patient serum. The other cell populations were cultured as tumorspheroids in Corning® 96-well Black/Clear Bottom Low Flange Ultra-Low Attachment Microplate in complete MammoCult™ Human Medium (Stemcell Technologies, cat no: 05620).

After 3 days, tumorspheroids were treated using 5Z-7-Oxozeaenol (25 μ M, Sigma, cat no: 09890-1MG) or DMSO (Carl Roth, cat no: 7029.1) as control. Medium was refreshed after 24 h to remove the compounds. After two more days, the conditioned media were used to stimulate immune cells. scRNA-Seq on immune cell population was performed 24h after stimulation. Living cells were sorted into 384 well cell capture plates (Single Cell Discovery, <https://www.scdiscoveries.com>) using SH800 cell sorter (Sony) as previously described⁶⁰. Sorted plates were briefly centrifuged at 4°C, snap-frozen on dry ice and stored at -80°C until processed.

Instrument

Cell sorting was performed on Sony SH800 Cell Sorter (Sony, Serial number: 0314067)

Software

Data were acquired and analyzed using Sony SH800 cell sorter software V2.1.5

Cell population abundance

Supplementary Figure 6 (related to Figure 5a-h).

From the dissociated tumorspheroids 76,652 cells were analyzed for DMSO control, and 78,467 cells for 5Z-7-Oxozeaenol-treatment. CD45+ live positive cells were directly sorted in 384 well capture plates.

Supplementary Figure 8 (related to Figure 5i-l).

From the total cell population (437,234 total cells), 206,922 CD45+ living positive cells were isolated with 98.71% of sort efficiency. A post-sort control were performed by an analysis of the post-sort fraction, confirming the purity of the cell fraction.

Gating strategy

Gating strategy is provided in the Supplementary information Figure 6 and 8.

Supplementary Figure 6. Flow cytometry gating strategy for cell sorting (related to Figure 5). a, CD45+ immune cell isolation from tumor patient-derived PDAC tissue by flow cytometry after perturbation studies (Created in BioRender. Schneider, A. (2025) <https://BioRender.com/m37a603>). After patient-derived tumorspheroid dissociation, total cell population was stained using anti-CD45 antibody coupled with AF647 (APC) and zombie green (ZG, FITC) to detect viable cells. b, The gating was performed on total cell population using FITC-H (zombie green)/FSC-A dot plots to remove cell debris and select the viable cells. c, The viable cells were then gated to isolate "singlets" and exclude "doublets" using plot through SSC-W/SSC-H and FSC-W/FSC-H parameters. d, The CD45+ viable immune cells were selected (APC+) using non-stained cells as reference and were sorted in 384 well capture plates for single cell RNA-Seq analysis. Data were analyzed using BD FACSDiva™ Software.

Supplementary Figure 8. Flow cytometry gating strategy for cell sorting (related to Figure 5). a-c, CD45+ immune cell isolation from tumor patient-derived PDAC tissue by flow cytometry (Created in BioRender. Schneider, A. (2025) <https://BioRender.com/d09n339>). After tissue dissociation, total cell population was stained using anti-CD45 antibody coupled with AF647 (APC) and zombie green (ZG, FITC) to detect viable cells. a, The gating was performed on total cell population using FCS/BSC dot plots to remove cell debris. b, CD45+ and CD45- viable cells were selected (APC+ ZG- and APC- ZG-) using non-stained cells as reference. c, The CD45+ and CD45- viable cells were then gated to isolate "singlets" and exclude "doublets" using plot through FSC-H and FSC-A parameters. d-f, Gating strategy for the sorting of viable immune cells isolated in a-c after perturbation studies (Created in BioRender. Schneider, A. (2025) <https://BioRender.com/m37a603>). d, After perturbation studies, immune cells were harvested and stained with ZG to detect viable cells e, Viable cells f, The viable cells (ZG-) were then gated to isolate "singlets" and were sorted in 384 well capture plates for single cell RNA-Seq analysis. Data were acquired using Sony SH800 Cell Sorter (Sony).

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

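Array CGH was read for 10 mice aged 52 weeks, 5 KRAS G12D and 5 KRAS G12D TAK1/CASP8 ΔAc RIPK3-/-, with 1 array per mouse. Per the authors' methods, DNA came from formalin-fixed, paraffin-embedded pancreas sections and was labeled with Cy3. It was hybridized against Cy5-labeled DNA pooled from 4 normal pancreata. All 5 KRAS G12D arrays and KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- arrays 1, 2 and 3 lay on slide 1, and arrays 4 and 5 on slide 2. Mice were numbered within each genotype, and the numbers do not pair them.

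The intensity values, as deposited, are the median and mean signals of each feature and its local background in both channels, on the linear scale, extracted by the authors with Feature Extraction 11.0.1.1. The same files hold processed signals, intensities that the software background-subtracted and dye-normalized, per the file headers. Their log10 ratio of Cy5 over Cy3, as deposited, was used only to check the direction of the ratio. The log2 ratios that the authors deposited in 1 table hold 45854 autosomal probes with mm10 coordinates for the 10 mice. Their methods name background-subtracted median signals, a log2 ratio, median normalization and a filter on flags. The column medians of that table lay at -0.104 to 0.028 in KRAS G12D and at -0.121 to -0.026 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice. Its values correlated with the log2 ratio of the array's own Cy3 over Cy5 at 0.277 to 0.517. From array to array they changed with Cy3 and not with Cy5, less closely between the slides than within slide 1, in a comparison chosen after the values were seen. The denominator is therefore not the array's own Cy5, and whether all arrays share 1 was not settled. How it was made is not given in the sources used here.

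The log2 ratio of Cy3 over Cy5 was computed from median feature signals minus the median local background. Control features, outlier-flagged features and features with a background-subtracted signal at or below 0 in either channel were left out. Repeated spots of a probe were averaged, and each array was centered on the median of its autosomal probes. Of 59052 features, 1291 to 2935 per array in KRAS G12D and 2635 to 3599 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice had a Cy5 signal at or below background. The array holds 54677 unique probes, of which 52393 lie on autosomes, 2172 on chromosome X and 4 on chromosome Y. Coordinates (mm10) came from the deposited table, so that 6539 autosomal probes without a coordinate there were used only in an alternative with the array's own mm9 coordinates. The derivative log ratio spread given by the scanner software was 0.555 to 0.711 in KRAS G12D and 0.606 to 0.741 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice, and its Cy5 signal-to-noise ratio was 1.72 to 3.09 and 2.08 to 2.83. On 0 arrays did either measure lie in the software's own range for good arrays. Chromosome X lay at a mean log2 ratio of 0.02 ± 0.10 (SD) in KRAS G12D and 0.06 ± 0.05 in KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- mice, and the 4 chromosome Y probes at -0.56 ± 0.28 and -0.42 ± 0.39. Both were left out of all other values.

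CGHcall and CGHregions, which the authors used, were not used here. Each array was segmented by exact optimal partitioning on least squares, with a penalty of 3 times the noise variance times the logarithm of the probe number and at least 5 probes per segment. Segments were called gained at a mean of 0.2 or more and lost at -0.2 or less. A bin of 1 Mb with at least 5 probes was called where at least 50% of its probes lay in segments of that call, and was recurrent when called in at least 3 of 5 mice of a genotype. A gene took the call of the segment that covers it, and its log2 ratio was the mean over probes from 500 kb before to 500 kb after it. Gene positions and names came from a RefSeq table of GRCm38.

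Shares of probes were compared between genotypes by an exact permutation test over all assignments of the 10 mice. Bins, genes and probes were compared in limma 3.58.1 (lmFit, eBayes) under R 4.3.3, with Benjamini-Hochberg adjustment at 0.05. Genes of 7 lists (genes of Fig. 3j, engineered genes, other PDAC genes, cell death, NF-κB and TAK1, genome stability, lymphocyte receptor loci) were adjusted over all genes and over each list alone. The lists were also tested as a whole with fry and with camera, at a preset correlation of 0.01 and an estimated one. Calls per bin were compared by a Fisher exact test, and profile similarity by a permutation test over all splits into 5 and 5. In addition, 4 tissue lists (acinar, islet, liver, muscle) were set against 10000 random sets of probes. Other steps ran in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0 and matplotlib 3.10.9.

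Named singly are the genes the paper names, list genes called in at least 3 of 5 mice of a genotype or past an adjusted p of 0.05, the largest gained and lost segment of each mouse, the 10 longest runs of bins called in at least 4 of 5 mice, and the 10 most different bins past the threshold, of which there were 0. This rule, the gene lists and most alternatives were set before the data were examined. Those alternatives were the processed signals, normexp background correction with an offset of 50, no flag filter, only features well above background, mode centering, the deposited log2 ratios, other call thresholds and segmentation penalties, other bin and window sizes, slide and replicate blocks, array weights and leaving out each mouse. Added after the data were examined were the Cy3 signal alone, a correction for probe GC content, median centering of the deposited log2 ratios, a call threshold of 0.3 on them, and blocks, slides and left-out mice for these sources. A planned loess correction for GC content of the genome was not run, since no genome sequence of this build was used here.

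All steps were tested on simulated data. For segmentation, noise was drawn independently for each probe, without a profile shared between arrays. That test therefore does not measure false calls that such a profile would give. In data with the noise of the log2 ratios of Cy3 over Cy5 and 75% tumor cells, single-copy losses of 5 Mb were called in 63.2% and gains of 5 Mb in 12.6% of cases. For 20 Mb these shares were 100% and 95.8%, and for 1 Mb they were 2.35% and 0%. With the noise of the deposited log2 ratios, 5 Mb losses were called in 93.7% and gains in 73.7%. Planted log2 differences between genotypes of 0.2 and 0.5 were found by limma in 0% and 58% of bins with the spread of the log2 ratios of Cy3 over Cy5. In single probes, planted differences of 1.5 were found in 10% there and in 95% with the spread of the deposited log2 ratios.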

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

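Except for the tests of probe GC content and of the slides, the tests below were chosen after the results were seen, as were the genes and probes named. Mice of the KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- genotype are called TAK1-deficient below.

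Of the 10 autosomal probes with the lowest log2 ratios of Cy3 over Cy5, 9 lay in genes of an acinar list, a signal that the paper does not report on, with a *Pnliprp1* probe at -6.42 ± 1.98 (mean ± SD of the 10 mice) and probes in *Cpa1* at -6.25 ± 1.29 and *Pnliprp2* at -5.07 ± 0.84. Of 29 probes in 20 genes of this list, all of which normal pancreas also expresses, 41.4% (12 probes in 9 genes, out of 218 of 45854 autosomal probes that low) lay at -2 or less, against 0.164 expected from random sets of probes in genes (share of sets with as many, 1e-04, the smallest they can give), while 0 of 23 islet, 0 of 22 liver and 0 of 24 muscle probes did. A loss of these regions in the mice is argued against by the median of the same 12 probes in the deposited log2 ratios, 0.00065, and GC content by the probe GC correction, after which 12 of 12 stayed at -2 or less. A candidate explanation is RNA or cDNA of normal pancreas in the Cy5 channel, where the *Pnliprp1* and *Cpa1* probes had mean signals of 1962 and 4589 against 265 and 699 in Cy3. Against it stand other enzyme genes of the list, *Prss1* at -0.03 and *Cpb1* at -0.61, although whether their probes lie in exons was not tested, nor was any biological explanation.

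Single probes differed between the genotypes in the deposited log2 ratios, 30 in number (limma, adjusted p under 0.05), which the paper does not report: 11 were higher and 19 lower in TAK1-deficient mice, among them probes in *Mef2c* (-3.61), *Tcra* (-3.30) and *Dcdc5* (-3.06). The genotypes did not overlap at any of the 30, nor at 444 of all 45854 probes (0.968%, against 0.794% by chance), and the 30 fell to 18 without KRAS G12D mouse 2, to 15 and 19 without TAK1-deficient mice 2 and 4, and to 9 with the replicate number as a block, although the numbers do not pair the mice. Of 100 splits of the mice, the real one included, 3 gave as many probes. The highest, KRAS G12D mice 1 and 2 with TAK1-deficient mice 1, 4 and 5 against the rest, gave 9310, which points to a structure of the samples other than genotype. Few splits thus gave as many as the real one, but with such a structure this count does not exclude chance in how the mice fall into groups. A difference between the slides as the whole cause is argued against by the 16 of the 30 that passed with the slide as a block. A candidate explanation is strain DNA bred in with the engineered genes, since 13 of the 30 lay within 20 Mb of *Map3k7*, *Casp8* or *Ripk3* (4 on chromosome 1 and 9 on chromosome 14). By random sets 1.42 were expected (share of sets with as many, 1e-04, the smallest they can give), but neighboring probes are not independent. The 11 on chromosome 2 lay far from these genes. The paper states that the mice were of mixed strain background, so that strain DNA could differ between mice there too. Neither this nor a change in the tumors that goes with genotype was tested, and both stay open.

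In 3 of 104 groups of 5 mice, 1 mouse lay so far from the other 4 that its gap to the nearest was more than 0.71 of the range of its genotype, and chance singles out about 1 in 20 groups, here 5.2. The median of the deposited log2 ratios was -0.121 in TAK1-deficient mouse 5 (gap 0.853 of the range). Around *Trp53*, TAK1-deficient mouse 5 had a mean of -0.51 in the deposited log2 ratios (gap 0.717 of the range) and -0.55 in Cy3 over Cy5. Around *Cdkn2a*, KRAS G12D mouse 3 had a mean of -0.44 in the deposited log2 ratios (gap 0.783 of the range) and -0.20 in Cy3 over Cy5.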

How the results depend on the processing

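Alternatives of the Cy3 signal alone, those corrected for probe GC content, those of the median-centered deposited log2 ratios, and the slides, blocks and left-out mice of the deposited log2 ratios were chosen after the results were seen. Mice of the KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- genotype are called TAK1-deficient below, and differences are TAK1-deficient minus KRAS G12D. Of 909 recomputed values, 593 kept their direction and their side of the threshold or lay near the value reported, 231 moved, 63 reversed and 22 passed a threshold not passed before. Those 22 were all of the *Map3k7* probe at 31994622. Under no alternative did a share of altered, gained or lost probes differ between the genotypes (exact permutation tests, smallest p = 0.254), so that its sign rests on no call. No bin differed between the genotypes in limma under any other setting or with any mouse left out (13 to 127 bins at an unadjusted p under 0.05 over the sources, slides, blocks and array weights). The Cy5 signal stood well above background at few features, which limits the log2 ratio of Cy3 over Cy5 in single probes and segments under 5 Mb most. The deposited log2 ratios changed from array to array with Cy3 and not with Cy5, which leaves the signal of Cy3 as their limit. A probe GC correction stood in for the planned loess correction on genome sequence, which was not run. The cause was not tested for any of the changes below, apart from those that follow from fewer mice or from a higher or lower call threshold.

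Other signals gave the following. With the processed signals, shares altered and gained differed by -3.81 and -2.07 percentage points, 4 probes differed between the genotypes, 147 bins recurred in TAK1-deficient mice and 59 in both genotypes, the genes of Fig. 3j carried 23 calls in KRAS G12D mice, and chromosome X lay at -0.27. Those 4 probes, named after their values were seen, lay in *Dcdc5*, *Srp14*, *Mef2c* and *Tcra*, at differences of -3.22, -4.57, -2.76 and -2.54. With normexp these shares differed by -2.14 and -1.35, 2 genes (*Nkx2-6* and *Nkx3-1*, which share 1 window, at 0.32) and 22 probes differed between the genotypes, 664 bins differed from the reference in KRAS G12D mice, 0 bins recurred in either genotype, and the genes of Fig. 3j carried 2 calls in KRAS G12D and 0 in TAK1-deficient mice. There 1 list gene (*Rad51*, -0.17) and 1 probe in the engineered genes passed, adjusted over the list alone. With windows of 500 kb to each side, a difference need not lie at the gene named. Of the 47 probes in the window of *Rad51*, 5 were among the 30 single probes that differ in the deposited log2 ratios. With only features well above background the share altered differed by -1.89, 1 probe (in *Dnajc17* and *Gm14137*, -1.08) differed between the genotypes, 106 bins in KRAS G12D and 103 in TAK1-deficient mice differed from the reference, and 19 bins recurred in KRAS G12D, 19 in TAK1-deficient mice and 19 in both. With each array centered on its mode, shares gained and lost differed by -1.46 and 4.59, 2 probes (in *Mical3* and *Mef2c*, -2.87 and -2.66) differed between the genotypes, 235 bins differed from the reference in KRAS G12D mice, 132 recurred in both genotypes, and the genes of Fig. 3j carried 23 and 32 calls. With the probe GC correction the share altered differed by -1.65, 258 bins differed from the reference in KRAS G12D mice, and 66 and 159 bins recurred. With the median of the 10 arrays subtracted, profiles were less similar within than between genotypes, by -0.00654.

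The deposited log2 ratios gave other values. Since their denominator is not the array's own Cy5, bins against the reference are here bins that differ from 0. The shares gained and lost differed by -2.01 and 2.77, 30 probes differed between the genotypes, and 909 bins in KRAS G12D and 1226 in TAK1-deficient mice differed from 0. There 249 and 410 bins recurred, 190 of them in both, the genes of Fig. 3j carried 31 and 20 calls, and 1 probe in the engineered genes passed. In every setting with 1 such probe it was the *Map3k7* probe at 31994622. Median centered, they gave a share altered of -0.534, 2 genes (*Nkx2-6* and *Nkx3-1*, 0.43), 31 probes, 938 and 1256 bins against the reference, 236 bins recurrent in KRAS G12D mice and 134 in both genotypes, 24 and 21 calls at the genes of Fig. 3j and 1 probe in the engineered genes. With the probe GC correction they gave 2 genes (*Nkx2-6* and *Nkx3-1*, 0.41), 31 probes, 797 and 1198 bins against the reference, 51 bins recurrent in both genotypes, 20 calls at the genes of Fig. 3j in KRAS G12D mice, 2 entries of the lists (*Rad51* at -0.26, which stands in 2 lists) and 1 probe in the engineered genes. On slide 1 only they gave a share altered of -8.64, 22 probes, 826 and 68 bins against the reference, 1 probe in the engineered genes and 0.051 at *Gnas*, and with the slide as a block 21 probes, 1 probe in the engineered genes and 0.051 at *Gnas*.

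The Cy3 signal alone gave 3 genes (*Thbs1*, -0.41; *Nkx2-6* and *Nkx3-1*, 0.37), 30 probes, 1 probe in the engineered genes and a similarity of -0.0313. With its probe GC correction it gave 4 genes (*Thbs1* and *Fsip1*, -0.40 and -0.32; *Nkx2-6* and *Nkx3-1*, 0.36), 28 probes, 3 entries of the lists (*Bub1b* at -0.19 and *Rad51*, in 2 lists, at -0.20), 1 probe in the engineered genes and a similarity of -0.0267. Both on slide 1 only and with the slide as a block, it gave 23 probes, 1 probe in the engineered genes, -0.022 at *Nbn* and 0.029 at *Gnas*. In Cy3 over Cy5 on slide 1 only, shares altered and gained differed by -8.29 and -3.49, 141 bins in TAK1-deficient mice differed from the reference and 2 recurred there, the genes of Fig. 3j carried 4 calls there, and the similarity was -0.0462. A block for the replicate number gave 9 probes and 1 probe in the engineered genes both in the deposited log2 ratios and in the Cy3 signal alone. In Cy3 over Cy5 this block gave 0 bins, 0 genes and 0 probes in limma (88, 626 and 1949 at an unadjusted p under 0.05). The numbers do not pair the mice: the bin profiles of mice of equal number, with group means removed, correlated at -0.371 to 0.0132 in Cy3 over Cy5 and at -0.905 to 0.541 in the deposited log2 ratios.

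Among segmentation and call settings, a penalty of 10 gave shares altered and gained of -3.44 and -2.82 and 78 recurrent bins in TAK1-deficient mice, a penalty of 2 gave 81 bins recurrent in both genotypes, and segments of at least 3 probes gave a share altered of -0.553 and 18 bins recurrent in both. A call threshold of 0.1 gave a share lost of 0.565, 987, 1378 and 855 bins recurrent in KRAS G12D, in TAK1-deficient mice and in both, and 30 and 44 calls at the genes of Fig. 3j. A threshold of 0.3 gave a share lost of 2.54, 26 and 46 recurrent bins, and 0 and 4 calls. At 0.5 of a single-copy change the share lost was 0.723, 26 bins recurred in KRAS G12D mice, and the calls were 4 and 6. At 0.5 of the noise, shares gained and lost were -0.348 and 0.924, 0 and 14 bins recurred, and the calls were 0 and 1. With bins of 5 Mb, 207 and 328 bins differed from the reference and 28 and 73 recurred, while bins of 0.5 Mb gave 188 recurrent bins in KRAS G12D mice. With windows of 100 kb, 1 gene (*Entpd4b*, 1.12) and 1 list gene (*Gnas*, -0.53) passed, and with windows of 1000 kb 3 entries of the lists (*Nbn* at 0.29, in 2 lists, and *Tcrg* at 0.28). The value at *Entpd4b* equals that of the 7 probes of the chromosome 14 stretch given below, so that it is no separate result.

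Leaving out each mouse in turn moved the share altered from -6.38 (without TAK1-deficient mouse 5) to 8.80 (without KRAS G12D mouse 1), the share gained from -2.71 to 6.93 and the share lost from -3.67 to 1.87 (without the same mice). The share altered turned negative without KRAS G12D mouse 3, 4 or 5 or TAK1-deficient mouse 1 or 5. Probes that differ between the genotypes ran from 0 to 33 over the left-out mice of both sources. They stayed at 0 in Cy3 over Cy5, and in the deposited log2 ratios they were 33 without KRAS G12D mouse 1, 18 without KRAS G12D mouse 2, and 15 and 19 without TAK1-deficient mice 2 and 4. Bins that differ from a log2 ratio of 0 in KRAS G12D mice ran from 35 (without mouse 1, with 38 without mouse 2 and 110 without mouse 3) to 472 in Cy3 over Cy5, and from 493 to 1101 in the deposited log2 ratios. In TAK1-deficient mice they ran from 490 (without mouse 5) to 793 and from 829 to 1276. Recurrent bins in KRAS G12D mice ran from 0 (without mouse 1 or 3; 3 without mouse 2) to 121, and in TAK1-deficient mice from 97 (without mouse 4; 104 and 105 without mice 1 and 5) to 258. Calls at the genes of Fig. 3j ran from 6 (without mouse 1; 8 without mouse 2) to 13 in KRAS G12D mice and from 6 (without mouse 5) to 12 in TAK1-deficient mice. List entries past the threshold ran from 0 to 2: 1 (*Tcrg*) in Cy3 over Cy5 without KRAS G12D mouse 1 or TAK1-deficient mouse 2, and 2 (*Rad51*, in 2 lists) in the deposited log2 ratios without KRAS G12D mouse 1. Probes in the engineered genes stayed at 0 in Cy3 over Cy5 and at 1 in the deposited log2 ratios. The similarity ran from -0.0229 (without TAK1-deficient mouse 4) to 0.0624 (without KRAS G12D mouse 1), negative without any 1 of the TAK1-deficient mice. The difference at *Nbn* ran from -0.032 (deposited log2 ratios without KRAS G12D mouse 3) to 0.33, at *Gnas* from -0.36 to 0.050 (deposited log2 ratios without TAK1-deficient mouse 5), and at the *Map3k7* probe from -0.74 in the deposited log2 ratios to 0.25 in Cy3 over Cy5. That of the *Map3k7* probe in Cy3 over Cy5 was 0.04 and 0.19 without KRAS G12D mice 1 and 4 and 0.19 and 0.25 without TAK1-deficient mice 2 and 5.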

Differences from the paper's values

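The paper's values here are numbers of mice with a gene called gained or lost, read by eye from Fig. 3j, and the paper states no threshold for a call. Over 16 genes and 2 genotypes, 24 of 32 comparisons differed in Cy3 over Cy5 and 8 were equal. Over the planned settings, those that differed ran from 14 with the processed signals to 25 with normexp, and were 15 with the deposited log2 ratios. Mice of the KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- genotype are called TAK1-deficient below. Alternatives set before the data were examined were the processed signals, normexp, the deposited log2 ratios, no flag filter, features well above background, mode centering, thresholds of 0.1, 0.3, 0.5 of a single-copy change and 0.5 of the noise, penalties of 2 and 10, and segments of at least 3 probes. A planned setting is named below where it fell within the paper's value, or where it called a gene that the paper calls lost or gained and that carried no such call here. All planned settings that are not named for a gene did neither.

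*Trp53* was lost in 0 KRAS G12D mice, against about 1 in Fig. 3j of the paper, read by eye. Of the planned settings only the threshold of 0.1 gave 1, and the processed signals, the deposited log2 ratios and mode centering gave 2 each. It was lost in 0 TAK1-deficient mice, against the paper's about 1 in Fig. 3j, read by eye, where the processed signals and the deposited log2 ratios gave 1, the threshold of 0.1 gave 2 and mode centering 3. *Cdkn2a* was lost in 0 KRAS G12D mice, against the paper's about 1 in Fig. 3j, read by eye, and the deposited log2 ratios gave 1 and features well above background 2.

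*Rnf43*, *Rad51c* and *Nf1*, which all lie on chromosome 11, gave the same numbers as each other. Each was lost in 0 KRAS G12D mice, against the paper's about 1 in Fig. 3j, read by eye. The threshold of 0.1 gave 1 for each, and the processed signals, the deposited log2 ratios and mode centering gave 2. Each was lost in 0 TAK1-deficient mice, against the paper's about 1 in Fig. 3j, read by eye, and the processed signals gave 1, the threshold of 0.1 gave 2 and mode centering 3.

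For *Arid1a*, lost in 1 TAK1-deficient mouse against the paper's about 3 in Fig. 3j, read by eye, the deposited log2 ratios and mode centering gave 3 and the threshold of 0.1 gave 2. *Brca1* was lost in 0 KRAS G12D mice, against the paper's about 2 in Fig. 3j, read by eye. There the deposited log2 ratios and mode centering gave 2 and the processed signals 3, while the threshold of 0.1 gave 1 and stayed outside. In TAK1-deficient mice *Brca1* was lost in 0, against the paper's about 2 in Fig. 3j, read by eye. There the threshold of 0.1 gave 2 and mode centering 3, while the processed signals and the deposited log2 ratios gave 1 and stayed outside. *Brca2* was lost in 2 KRAS G12D mice, against the paper's about 1 in Fig. 3j, read by eye, and normexp gave 1. It was lost in 1 TAK1-deficient mouse, against the paper's about 3 in Fig. 3j, read by eye, and the processed signals, the deposited log2 ratios, mode centering and the threshold of 0.1 gave 3. For *Chek2*, lost in 1 TAK1-deficient mouse against the paper's about 2 in Fig. 3j, read by eye, these same 4 settings gave 3, which lies within 1.5 times the paper's value.

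*Sf3b1* was gained in 0 KRAS G12D mice, against the paper's about 1 in Fig. 3j, read by eye. Here the deposited log2 ratios, the penalty of 2 and segments of at least 3 probes gave 1, and the threshold of 0.1 gave 3. It was gained in 1 TAK1-deficient mouse, against the paper's about 0 in Fig. 3j, read by eye. All planned settings gave 0 there except no flag filter, the threshold of 0.1, the penalty of 2 and segments of at least 3 probes. *Nbn* was gained in 4 TAK1-deficient mice, against the paper's about 1 in Fig. 3j, read by eye, and the processed signals, the deposited log2 ratios, mode centering and the thresholds of 0.3 and 0.5 of the noise gave 1.

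*Rad51* was lost in 0 KRAS G12D mice, against the paper's about 1 in Fig. 3j, read by eye, and the deposited log2 ratios gave 1. *Gnas* was lost in 0 mice of each genotype, against the paper's about 1 KRAS G12D and about 1 TAK1-deficient mouse in Fig. 3j, read by eye. In KRAS G12D mice the processed signals gave 1, and in TAK1-deficient mice the processed signals and the penalty of 2 gave 1. In each genotype mode centering and the threshold of 0.1 gave 2 for *Gnas* and the deposited log2 ratios 3. *Prkd2* was lost in 1 KRAS G12D mouse, against the paper's about 0 in Fig. 3j, read by eye, and normexp, features well above background and the thresholds of 0.3, 0.5 of a single-copy change and 0.5 of the noise gave 0. In TAK1-deficient mice it was lost in 0, against the paper's about 1 in Fig. 3j, read by eye. There no planned setting gave 1, while the processed signals and the penalty of 10 gave 2, the deposited log2 ratios and the threshold of 0.1 gave 3 and mode centering 4. *Tgfbr2* was lost in 0 KRAS G12D mice, against the paper's about 2 in Fig. 3j, read by eye, where the deposited log2 ratios gave 2 and mode centering 1.

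Settings of a further kind were chosen after seeing the values. Median centering of the deposited log2 ratios, chosen after seeing the values and dropping 6 of the 26 gene and genotype pairs called in Fig. 3j, fell within the paper's value for *Trp53*, *Cdkn2a*, *Rnf43*, *Brca1*, *Rad51c* and *Nf1* in KRAS G12D mice and for *Trp53*, *Arid1a*, *Brca2* and *Chek2* in TAK1-deficient mice. A probe GC correction of the deposited log2 ratios, chosen after seeing the values and dropping 8 of the 26 pairs, fell within it for *Trp53*, *Cdkn2a*, *Rnf43*, *Gnas*, *Rad51c* and *Nf1* in KRAS G12D mice and for *Arid1a*, *Brca2* and *Chek2* in TAK1-deficient mice. A threshold of 0.3 on the deposited log2 ratios, chosen after seeing the values and dropping 10 of the 26 pairs, did so for *Trp53*, *Cdkn2a*, *Rnf43*, *Brca1*, *Gnas*, *Rad51c* and *Nf1* in KRAS G12D mice and for *Trp53*, *Arid1a*, *Sf3b1*, *Gnas*, *Chek2* and *Prkd2* in TAK1-deficient mice. A probe GC correction of Cy3 over Cy5, chosen after seeing the values and dropping 17 of the 26 pairs, did so for *Brca2* and *Prkd2* in KRAS G12D and *Sf3b1* in TAK1-deficient mice. Other numbers than the paper's, but at least 1 call where none stood here, came from the first of these for *Sf3b1*, *Gnas* and *Tgfbr2* in KRAS G12D and *Brca1*, *Gnas* and *Prkd2* in TAK1-deficient mice. They also came from the probe GC correction of the deposited log2 ratios for *Brca1* and *Sf3b1* in KRAS G12D and *Gnas* and *Prkd2* in TAK1-deficient mice, and from the threshold of 0.3 on them for *Brca1* in TAK1-deficient mice. With the calls of Cy3 over Cy5, 17 of the 26 pairs were dropped, and with the deposited log2 ratios 4.

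Directions differed as well. Fig. 3j shows *Rad51* as lost in KRAS G12D mice, while a gained segment of chromosome 2 covered it in 2 KRAS G12D mice here. Over the probes around *Rad51* itself these 2 mice had means of -0.13 and -0.015, and KRAS G12D mice 3, 4 and 5 had -0.05, 0.11 and 0.08. In TAK1-deficient mice, where Fig. 3j shows 0 with a loss, these means ran from -0.40 to -0.04. *Rad51* was lost in 1 mouse of each genotype in the deposited log2 ratios. *Cdkn2a* appears in Fig. 3j as lost in a KRAS G12D mouse, while gained segments covered it in 1 KRAS G12D and 4 TAK1-deficient mice here. It was lost in 1 KRAS G12D mouse and gained in none in the deposited log2 ratios.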

Other observations

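The stretch of chromosome 14, the genes named and all tests below except those of GC content with gene density and of the Cy3 signal were chosen after the results were seen. Mice of the KRAS G12D TAK1/CASP8 ΔAc RIPK3-/- genotype are called TAK1-deficient below.

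On chromosome 14, from 69477458 to 69658432, TAK1-deficient mice had higher log2 ratios than KRAS G12D mice. This stretch holds *Entpd4b*, of a family of nucleotide-cleaving enzymes, and *Loxl2*, which encodes an enzyme that cross-links collagen. Its 7 probes, all 7 among the 30 single probes that differ in the deposited log2 ratios, lay at a mean of 0.02 ± 0.23 (SD, n = 5) in KRAS G12D and 1.14 ± 0.30 in TAK1-deficient mice in Cy3 over Cy5. It lay at 0.13 ± 0.10 and 1.12 ± 0.07 in the deposited log2 ratios. In both sources every TAK1-deficient mouse lay above every KRAS G12D mouse (2-sided exact permutation test, p = 0.00794 in each, the smallest it can give), at differences of 1.12 and 0.99. Because the stretch was picked for its called probes, this test does not measure it independently.

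On chromosome 2, from 94404886 to 120489455, 10 of 11 such probes were lower in TAK1-deficient mice. Among them were probes in *Lrrc4c* (-2.59 in the deposited and -1.69 in the Cy3 over Cy5 log2 ratios), *Ppp1r14d* (-2.68 and -1.09), *Exd1* (-1.87 and -1.39) and *Tmem87a* (-1.69 and -1.67). On chromosome 1, 2 probes in *Map2*, which encodes a microtubule protein, lay lower by -1.76 and -1.39 in the deposited log2 ratios and by -1.96 and -1.05 in Cy3 over Cy5. All 30 probes had the same direction in Cy3 over Cy5, where none passed in limma, against 59.7% of all probes. Of the 30, 22 also passed in the Cy3 signal alone. The 3 sources share the Cy3 signal and the 30 were chosen in 1 of them, so that neither count is independent evidence.

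A profile over the 2054 bins was shared by the 10 mice in the deposited log2 ratios, with a mean correlation of 0.678 over 45 pairs and of 0.661 between mice of different genotypes, which argues against genotype. A shared reference would add it in 1 size, but the slopes of single mice on the mean of the others ran from 0.142 to 1.76, a ratio of 0.0809. GC content with gene density is argued against as the whole cause, since the mean correlation was 0.648 after both were removed, although they took an R squared of 0.398. Array quality, as measured by the scanner software's derivative log ratio spread, is a candidate explanation, since the slope followed this spread (Spearman rho 0.855, permutation p = 0.00876 adjusted over 3 measures, n = 10 mice). Without the 2 farthest mice r was 0.720 (permutation p = 0.0453). Noise independent between arrays would lower correlations. Yet KRAS G12D mouse 1 and TAK1-deficient mouse 5, with the highest spreads, had the highest correlation of all pairs, 0.972. What sets the spread was not tested. Amount or quality of the mouse DNA cannot be told apart from no effect of it, since the slope's rho with the median Cy3 signal was -0.202 (permutation p = 0.580) and ran from -0.509 to -0.0848 with 1 mouse left out, and tumor content was not tested.

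In Cy3 over Cy5, 0 bins, 0 genes and 0 probes differed between the genotypes in limma (107, 894 and 2158 at an unadjusted p under 0.05). A count of 0 is reached by any split, here 100 of 100, so that the other splits say nothing about chance for these 3 results. The highest of them gave 19 bins, 12 genes and 1 probe. For 0 bins and 0 genes in the deposited log2 ratios the highest were 1025 and 11881, again with KRAS G12D mice 1 and 2 and TAK1-deficient mice 1, 4 and 5 on a side. These 5 mice have the 5 steepest slopes on the shared profile, so that the split points to a structure of the samples other than genotype.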
